# Transcriptome analysis reveals the key role of overdominant expression of photosynthetic and respiration-related genes in the formation of tobacco(*Nicotiana tabacum* L.) biomass heterosis

**DOI:** 10.1186/s12864-024-10507-8

**Published:** 2024-06-14

**Authors:** Anbin Lu, Shuaibo Zeng, Kai Pi, Benshan Long, Zejun Mo, Renxiang Liu

**Keywords:** Heterosis, Tobacco leaves biomass, Photosynthesis, Respiration.

## Abstract

**Background:**

Leaves are the nutritional and economic organs of tobacco, and their biomass directly affects tobacco yield and the economic benefits of farmers. In the early stage, our research found that tobacco hybrids have more leaves and larger leaf areas, but the performance and formation reasons of biomass heterosis are not yet clear.

**Results:**

This study selected 5 parents with significant differences in tobacco biomass and paired them with hybrid varieties. It was found that tobacco hybrid varieties have a common biomass heterosis, and 45 days after transplantation is the key period for the formation of tobacco biomass heterosis; By analyzing the biomass heterosis of hybrids, Va116×GDH94 and its parents were selected for transcriptome analysis. 76.69% of the differentially expressed genes between Va116×GDH94 and its parents showed overdominant expression pattern, and these overdominant expression genes were significantly enriched in the biological processes of photosynthesis and TCA cycle; During the process of photosynthesis, the overdominant up-regulation of genes such as *Lhc*, *Psa*, and *rbcl* promotes the progress of photosynthesis, thereby increasing the accumulation of tobacco biomass; During the respiratory process, genes such as *MDH*, *ACO*, and *OGDH* are overedominantly down-regulated, inhibiting the TCA cycle and reducing substrate consumption in hybrid offspring; The photosynthetic characteristics of the hybrid and its parents were measured, and the net photosynthetic capacity of the hybrid was significantly higher than that of the parents.

**Conclusion:**

These results indicate that the overdominant expression effect of differentially expressed genes in Va116×GDH94 and its parents plays a crucial role in the formation of tobacco biomass heterosis. The overdominant expression of genes related to photosynthesis and respiration enhances the photosynthetic ability of Va116×GDH94, reduces respiratory consumption, promotes the increase of biomass, and exhibits obvious heterosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10507-8.

## Introduction

Heterosis refers to the phenomenon in which a hybrid is superior to its parents in various traits such as yield, quality, and resistance [1]. It has been widely used in various crops such as maize [2–4], rice [5, 6], rapeseed [7], and has made significant contributions to the improvement of crop yield. Heterosis theories and hypotheses about its genetic basis are constantly being proposed and supplemented. Currently, the dominance, overdominance and the epistasis are widely accepted and recognized. The dominance suggests that heterosis is controlled by multiple genes with explicit and implicit relationships, with dominance being advantageous while recessiveness is harmful. Hybrid F_1_ aggregates more dominant genes from both parents, thus exhibiting heterosis [8, 9]. The overdominance suggests that there is no overt recessive relationship between alleles from both parents, but there is interaction between them. In heterozygous conditions, the effect of allele interaction between parents is greater than that of homozygous genes [10]. The epistasis refers to the interaction between non allelic genes. The interaction between non allelic genes in hybrids results in hybrids exhibiting better performance than their parents [11–13]. With the development of quantitative genetics, the proposed “Hardy-Weinberg equilivbrium” [14, 15]. “Specific DNA methylation reprogramming pattern” [16]. and “Single-parent expression complementation model” [17] have promoted in-depth research on crop heterosis. Although these hypotheses explain its genetic basis in some biological traits [18]. the genetic mechanisms underlying heterosis formation in different crop traits are different, and theoretical research on heterosis formation still lags far behind practical applications.

With the rapid development of large-scale sequencing technology, RNA-seq provides an opportunity to study heterosis from the transcriptional level [19]. In rice [20, 21] and maize [22] studies, transcriptome results showed that differential gene expression between hybrid offspring and parents may contribute to plant heterosis. Through in-depth research, it was found that differentially expressed genes may be involved in important biological pathways for heterosis formation [23]. For example, based on RNA-seq technology, the molecular mechanism of maize ear heterosis was analyzed, and it was found that heterosis genes were mainly enriched in carbohydrate and protein metabolism processes, nitrogen assimilation and auxin metabolism pathways [24]. In rapeseed, previous studies [25] used RNA-seq technology to find that differential expression of genes related to plant hormone signaling and photosynthesis pathways jointly regulated the production of seedling heterosis in hybrids. In summary, changes in gene expression may alter biological regulatory networks, thereby affecting heterosis.

Photosynthesis is a vital biological process that enhances crop productivity [26]. Hybrids of various crops, such as Arabidopsis [27], maize [28], rapeseed [29], and rice [30, 31], have been shown to exhibit higher photosynthetic performance than their parents. This is attributed to the up-regulation of genes involved in photosynthesis, which boosts the light-harvesting capacity of crops [32], as well as the efficiency and transfer of solar radiation [33]. These factors promote chlorophyll synthesis, photosynthetic rate, and yield in leaves [34]. In contrast, substrate loss through respiration, which is negatively correlated with biomass accumulation [35], is reduced by the modulation of the tricarboxylic acid (TCA) cycle in hybrids [36]. Previous studies have reported that lowering the levels of TCA cycle intermediates can increase photosynthesis and growth rate in the whole carbon flux, leading to enhanced biomass [37]. However, further research is needed to elucidate the mechanisms of heterosis and plant growth regulation [38]. We propose that the enhancement of photosynthesis and the weakening of respiration may be one of the reasons for the emergence of biomass heterosis in hybrids.

*Nicotiana tabacum* L. is an economically important crop grown for its leaves. It has been widely used as a model plant to investigate various biological processes, owing to its high biomass, short life cycle, clear genetic background, ease of cultivation and genetic transformation [39–41]. Leaves are the main source of nutrients and harvestable biomass in tobacco, and they determine the economic value of the crop [42]. We previously found significant heterosis in leaf-related traits, such as leaf number [43, 44], upper leaf area [45], vein ratio of leaves [46], K + content [40, 47] and nicotine [48], with different genetic mechanisms underlying different traits. However, the expression and genetic basis of biomass heterosis in tobacco leaves remain unknown. Therefore, we chose parents with significant differences in biomass in tobacco leaves, combined with hybrids, and determined the biomass of hybrids at different stages to analyze the performance of biomass heterosis and clarify the key period for the formation of biomass heterosis; Using transcriptome analysis to identify genes and their expression patterns related to the formation of biomass heterosis in tobacco leaves, in order to clarify the physiological and molecular basis for the formation of biomass heterosis in hybrid varieties and provide a basis for the breeding of high-yield hybrid varieties.

## Results

### Tobacco leaf biomass and its heterosis performance

We investigated the biomass of parental and hybrid tobacco leaves at different growth stages (Fig. 1A) and found significant differences in biomass among different varieties (Supplementary file 1, Table 2; Fig. 1B). After 45–52 days of transplantation, the hybrid advantage of biomass reached 14.99% points, decreased by 12.90% points from 52 to 59 days after transplantation, and increased by 5.68% points from 59 to 66 days. This indicates that 45 to 52 days after transplantation is a critical period for the growth of tobacco biomass heterosis, and the growth trend has reached its peak (Fig. 1C). Therefore, 45 days after transplantation is a critical period for the formation of biomass heterosis in tobacco leaves. In order to explore the mechanism of biomass heterosis in tobacco leaves, we compared the heterosis values of different hybrids 45 days after transplantation (Fig. 1D) and found that VG9 (Va116×GDH94) had the highest heterosis (22.50%). Through phenotype analysis (Fig. 1E), it can be observed that VG9 has more leaves and a larger leaf area compared to its parents; Therefore, we conducted further transcriptome sequencing on Va116×GDH94, Va116, and GDH94.

**Fig. 1:**
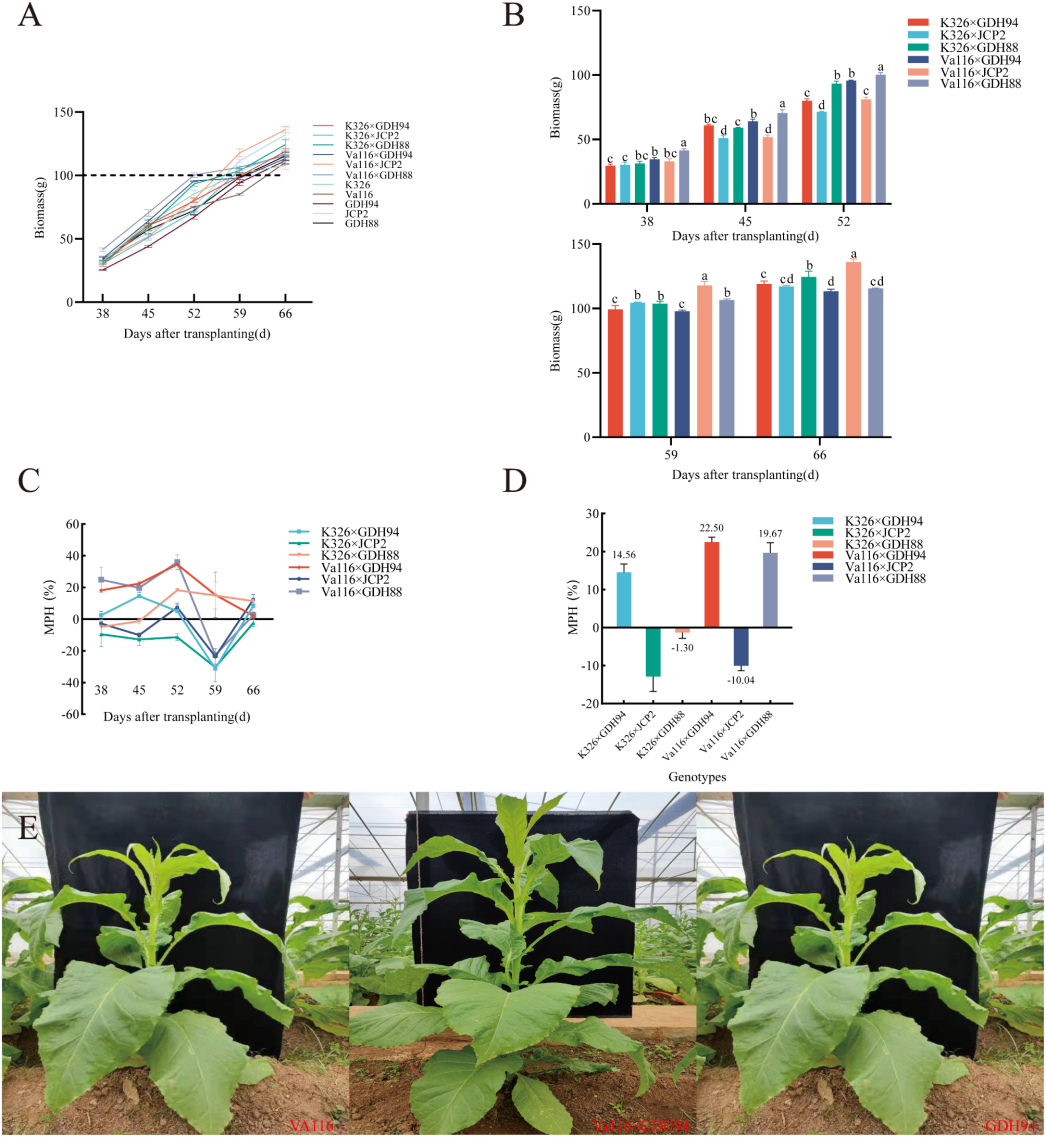
Biomass and heterosis values of the test materials **A** The trend of biomass changes in parents and hybrid varieties from 38 to 66 days after transplantation. **B** Differences in biomass of hybrid species from 38 to 66 days after transplantation. **C** The variation trend of hybrid biomass heterosis values from 38 days to 66 days after transplantation. **D** Comparison of Heterosis Values in Biomass of Hybrid Tobacco Leaves 45 Days After Transplantation. **E** Phenotypic images of VG9, Va116×GDH94 and GDH94. *Note* The average value of three biological replicates per material was used for mapping. The error bars represents the standard deviation of three biological replicates of biomass data for the same tobacco variety (line), indicating the degree of data dispersion. Significant differences of biomass at *p* < 0.05 were determined using Duncan’s new multiple range tests. The lowercase alphabets represent a significant difference (*p* < 0.05)

### Analysis of transcriptome expression differences between hybrid combinations and their parents

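Leaf RNA of 6 tobacco genotypes sampled 45 days after transplanting was sequenced, with 3 biological replicates per genotype and 18 libraries in all. Va116 and GDH94 are the parents of the hybrid Va116×GDH94, and K326 and GDH88 are the parents of the hybrid K326×GDH88, whose RNA-seq values the paper's text does not report on. The authors aligned the quality-controlled reads to the K326 tobacco genome with HISAT2, estimated expression with RSEM and deposited 1 value per gene and library for 69500 genes. These values are FPKM, fragment numbers divided by the length of the transcript and by the size of the library, given to 2 decimals. They are not read counts, so the number of reads behind each gene's value is unknown. The read totals come from Supplementary file 1. The paper lists a median of 70879396 clean reads per library in Va116×GDH94 (from 70129580 to 71341098), 80068028 in Va116 (from 69087002 to 84445126) and 79565184 in GDH94 (from 79232272 to 86269428). It lists a median of 67819406 mapped reads in Va116×GDH94, 76930726 in Va116 and 76004054 in GDH94. The share of raw reads kept after quality control was 96.4% to 96.7% in the hybrid libraries and 98.2% to 98.6% in the parent libraries. Reads mapped to multiple places made up 8.51% to 8.69% of the clean reads in the hybrid libraries and 9.21% to 9.72% in the parent libraries. Values of near-identical gene copies therefore depend on how RSEM divided such reads. The GC content was 42.47% to 42.77% in the hybrid libraries and 43.25% to 43.37% in the parent libraries. These measures, like the share of reads kept, part all hybrid libraries from all parent libraries. The FPKM of a library summed to between 984296 and 1014325 in Va116×GDH94, 945893 and 953051 in Va116, and 910305 and 914581 in GDH94. Between 41974 and 42455 genes had a value above 0 in the hybrid libraries, 42760 to 43233 in Va116 and 43947 to 44138 in GDH94. No pair of libraries held identical values. The median standard deviation of log2(FPKM + 1) between replicates was 0.12 in Va116×GDH94, 0.08 in Va116 and 0.08 in GDH94. The genotypes were compared on the log2(FPKM + 1) scale with limma, with no further scaling between libraries, and p values were adjusted by the Benjamini-Hochberg method. The pseudocount of 1 makes the fold changes of genes with low FPKM smaller than the ratio of their FPKM. An exact permutation test of 3 libraries against 3 cannot give a p value below 0.1, so single genes were tested only with limma, which shares the estimate of the spread across genes.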

To unravel the molecular mechanisms underlying the superior biomass performance of the hybrid Va116×GDH94, we performed RNA sequencing of biological samples collected 45 days after transplanting, using the Illumina HiSeq2000 platform (Supplementary file 1, Tables 3 and 4).

To identify genes and pathways responsible for the heterosis advantage in tobacco, we compared the transcriptional profiles of Va116×GDH94 and its parents Va116 and GDH94. We focused on the 13,587 genes that were simultaneously identified in the three genotypes (Fig. 2A). 

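A gene was counted as detected in a genotype when its mean FPKM over the 3 libraries was at least 1. By this limit, the genes detected in all 3 genotypes numbered 32542. A further 255 genes were detected only in Va116, 1035 only in GDH94 and 525 only in Va116×GDH94, out of 36068 genes detected in at least one of them. The paper's text does not name the limit used for Fig. 2A. The limit that moved the number most was a mean above 0, with which 43023 genes were detected in all 3 genotypes.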

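The 36068 genes with a mean FPKM of at least 1 in any of the 3 genotypes were tested. A gene was called a DEG at an adjusted p value under 0.05 and a |log2 fold change| of 1 or more. The smallest |log2 fold change| is 1 among the 1881 genes of the paper's sheet of DEGs against Va116. It is also 1 among 197 genes of the sheet against GDH94, of which the rest was not analysed here. There were 934 Va116×GDH94 vs Va116 DEGs, of which 690 were higher and 244 lower in the hybrid. There were 2009 Va116×GDH94 vs GDH94 DEGs, 730 higher and 1279 lower in the hybrid. The fold change limit and the pseudocount moved these numbers more than the other settings tried. With a |log2 fold change| of 2 or more, 152 genes differed from Va116 and 260 from GDH94. With a pseudocount of 0.1 in place of 1, there were 1719 DEGs against Va116 (1205 higher, 514 lower) and 3520 against GDH94 (1138 higher, 2382 lower). The split between higher and lower DEGs moved with the scaling. Under median-ratio scaling 588 DEGs were higher and 303 lower than in Va116, under quantile normalization 557 and 307, and with the libraries scaled to equal totals, an alternative chosen after the data were seen, 605 and 295. The share of DEGs higher than in GDH94 was 36.3% as deposited, 42.3% under median-ratio scaling, 43.9% under quantile normalization and 25.9% (598 higher, 1713 lower) under equal totals. The scaling to equal totals moved the median log2 fold change of all genes against GDH94 from −0.05 to −0.16.
Among the DEGs whose 3 hybrid libraries all lay beyond the 3 libraries of the parent, Nitab4.5_0001737g0010 and Nitab4.5_0000302g0140 rose most against Va116. The FPKM of Nitab4.5_0001737g0010, which has no known description in the paper's sheet, was 66.3 ± 5.29 (SD, n = 3) in the hybrid and 0.09 ± 0.085 in Va116, a log2 fold change of 5.95 (standard error 0.077, limma adjusted p = 1.3e-10). Nitab4.5_0000302g0140, described as an HR-like lesion-inducer, had an FPKM of 50.3 ± 2.88 in the hybrid and 0.10 ± 0.046 in Va116, a log2 fold change of 5.54 (standard error 0.059, limma adjusted p = 5.5e-11). Nitab4.5_0002207g0050 fell most against both parents. This gene, described as a small chain of ribulose bisphosphate carboxylase, is a member of a multigene family between whose copies the counting could have divided reads. Its FPKM was 5.27 ± 6.45 in the hybrid, 1508 ± 124 in Va116 and 2284 ± 700 in GDH94. The log2 fold change was −8.40 against Va116 (standard error 0.57, limma adjusted p = 8.0e-06) and −8.95 against GDH94 (limma adjusted p = 3.1e-06). Nitab4.5_0000767g0010, described as phloem protein 2-like, had an FPKM of 0.56 ± 0.078 in the hybrid and 99.8 ± 3.87 in Va116, a log2 fold change of −6.01 (standard error 0.087, limma adjusted p = 3.2e-10). Against GDH94, Nitab4.5_0000697g0100 rose from 0.063 ± 0.071 to 48.6 ± 5.19 FPKM (log2 fold change 5.54, limma adjusted p = 7.7e-10) and Nitab4.5_0003626g0010 from 5.34 ± 1.29 to 284.8 ± 81.4 FPKM (log2 fold change 5.47, limma adjusted p = 1.1e-07). Nitab4.5_0000212g0010 fell from 201.0 ± 2.72 FPKM in GDH94 to 0.087 ± 0.12 FPKM (log2 fold change −7.54, limma adjusted p = 7.2e-10).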

At significant levels *p* ≤ 0.05 and |log2 Fold Change| ≥ 2, we identified 1112 up-regulated and 769 down-regulated genes between Va116×GDH94 and Va116, 1,379 up-regulated and 2,674 down-regulated genes between Va116×GDH94 and GDH94 (Supplementary file 2, Sheet 1, 2, Fig. 2C). Venn diagram analysis of the differentially expressed genes (DEGs) between the comparison groups (Fig. 2B) showed that VvsG9, VG9vsV, and VG9vsG9 had 957, 420, and 1798 unique DEGs, respectively, with only 158 shared DEGs in the three comparison groups (Fig. 2B). These results suggest that the transcriptional profiles of the three genotypic materials are significantly different and that the DEGs may be responsible for the heterosis advantage of the tobacco cross combinations.

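Between the parents, 1586 genes were Va116 vs GDH94 DEGs, of which 409 were higher and 1177 lower in Va116. This split depended on the scaling, since under median-ratio scaling 496 were higher and 867 lower, under quantile normalization 522 were higher and 799 lower, and under equal totals 395 were higher and 1381 lower. In total 3070 genes were DEGs in at least one of the 3 comparisons. Of these, 305 were found only in VG9vsV, 902 only in VG9vsG9 and 447 only in VvsG9. A further 277 were shared by VG9vsV and VG9vsG9 alone, 309 by VG9vsV and VvsG9, and 787 by VG9vsG9 and VvsG9, and 43 were found in all 3 comparisons. With a pseudocount of 0.1, the genes found only in VG9vsV, VG9vsG9 and VvsG9 numbered 437, 1474 and 637, with 142 shared by the 3 comparisons. With 1 library left out, the genes found in all 3 comparisons numbered from 30 to 67.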

**Fig. 2:**
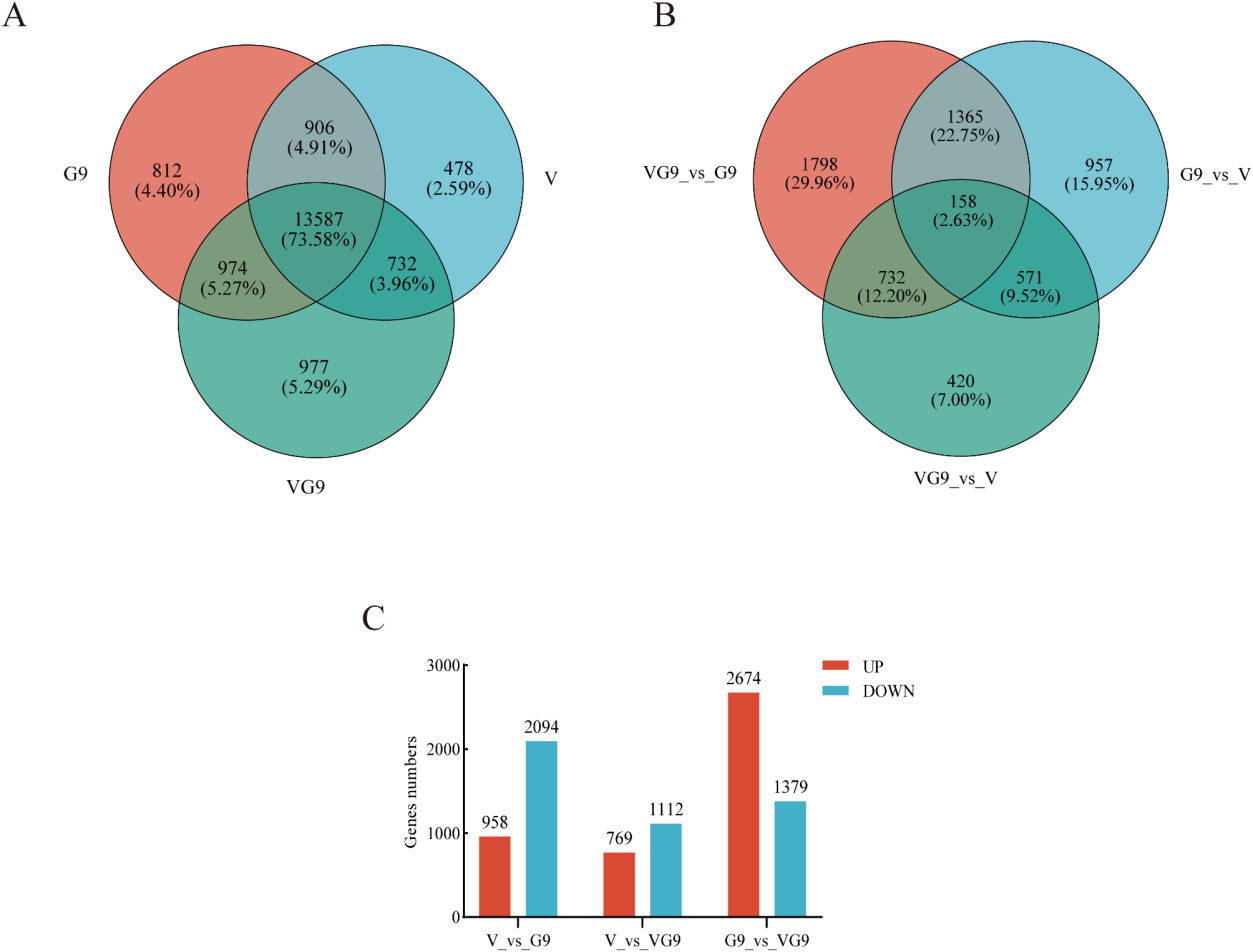
Statistical results of transcriptional profiles of different experimental materials and comparison groups. **A** Venn diagram shows the common and unique genes among the three genotypes of Va116, GDH94 and Va116×GDH94. **B** Venn diagram shows the common and unique genes in the three comparative groups of Va116×GDH94 vs. Va116, Va116×GDH94 vs. GDH94, and Va116 vs. GDH94. **C** Statistical analysis of differentially expressed genes upregulated and downregulated in three comparative groups. The horizontal axis represents different comparison groups, while the vertical axis represents the corresponding number of up and down regulated genes. Red represents up regulation, blue represents down regulation *Note* V: Va116, G: GDH94, VG9: Va116×GDH94. The screening criteria for significantly differentially expressed genes are: *p* < 0.05&|log2FC|≥2. When a gene meets both conditions, it is considered as a differentially expressed gene (DEG)

### Identification and analysis of differential gene expression patterns in hybrids

In order to gain further insight into the potential role of these DEGs in the formation of tobacco biomass heterosis, we classified the differentially expressed genes into 12 expression patterns (P1-P12) (Supplementary file 2, Sheet 3) to examine the contribution of additive and non-additive gene expression patterns to tobacco biomass heterosis. We grouped these 12 expression patterns into five broad categories (Fig. 3A). Interestingly, only 0.13% of the genes in the hybrid Va116×GDH94 exhibited an additive expression pattern between the two parents (P1 and P2) (Fig. 3B and C), indicating that the formation of biomass heterosis in tobacco is largely influenced by the non-additive effect of genes. 

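Expression patterns were assigned from the pairwise DEG calls of the 3 genotypes, and 1416 genes fitted an additive, dominant or overdominant pattern. Genotypes were taken to differ in a gene only where it was a DEG, so smaller differences counted as none. The other 1654 genes were DEGs in only 1 of the 3 comparisons and fitted none of these patterns. The additive pattern, in which the hybrid lies between parents that differ and differs from both, held 21 genes. The additive share of classified genes was 1.48% (Wilson 95% interval from 0.972% to 2.26%, which covers counting error only and takes genes as independent). The rule of assignment moved this share most. It was 19.4% by the order of the 3 means alone, over the 2623 genes that were DEGs between the hybrid and at least 1 parent. At an adjusted p value under 0.05 with no fold change limit it was 5.91%. The deviation of the hybrid from the mid-parent value was also tested directly with limma. The non-additive genes in Va116×GDH94 at an adjusted p value under 0.05 numbered 16598, or 46.0% of the tested genes, with 8893 above and 7705 below the mid-parent value. Their median absolute log2 deviation was 0.38, and 972 deviated by 1 or more. Under median-ratio scaling 8504 were above and 8249 below, and under quantile normalization 8101 and 8662. With the libraries scaled to equal totals, a setting chosen after the data were seen, 6375 were above and 10741 below.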

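The dominant pattern, in which the hybrid differs from only 1 of 2 parents that differ from each other, held 1096 genes. The dominant share of classified genes was 77.4% (Wilson 95% interval from 75.2% to 79.5%). In 787 of these genes the hybrid and Va116 did not differ by the DEG limits, and in 309 the hybrid and GDH94 did not. A difference under 2-fold can still have an adjusted p value under 0.05. An Lhcb gene of Fig. 5B counted as like Va116 lay 0.53 above it on the log2 scale (limma adjusted p = 0.0012). The overdominant pattern, in which the hybrid lies beyond both parents, held 299 genes, with 217 above and 82 below both. The overdominant share of classified genes was 21.1% (Wilson 95% interval from 19.1% to 23.3%). In 277 of the overdominant genes the parents did not differ from each other by the DEG limits. Under median-ratio scaling 210 overdominant genes were above and 106 below both parents, under quantile normalization 219 and 104, and under equal totals 174 and 116. The order of the 3 means alone was applied to the 2623 genes that were DEGs between the hybrid and at least 1 parent. Of these, 80.6% lay beyond both parents, where no difference from the second parent was required. This base is not that of the 1416 classified genes. With an adjusted p value under 0.05 and no fold change limit, the overdominant share was 40.3%.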

Among the non-additive DEGs, 23.18% (P3-P6) displayed a dominant expression pattern, while 76.69% (P7-P12) showed overdominant expression pattern, suggesting that the overdominant effect of gene expression levels may play a major role in conferring the heterosis in tobacco leaves biomass.

**Fig. 3:**
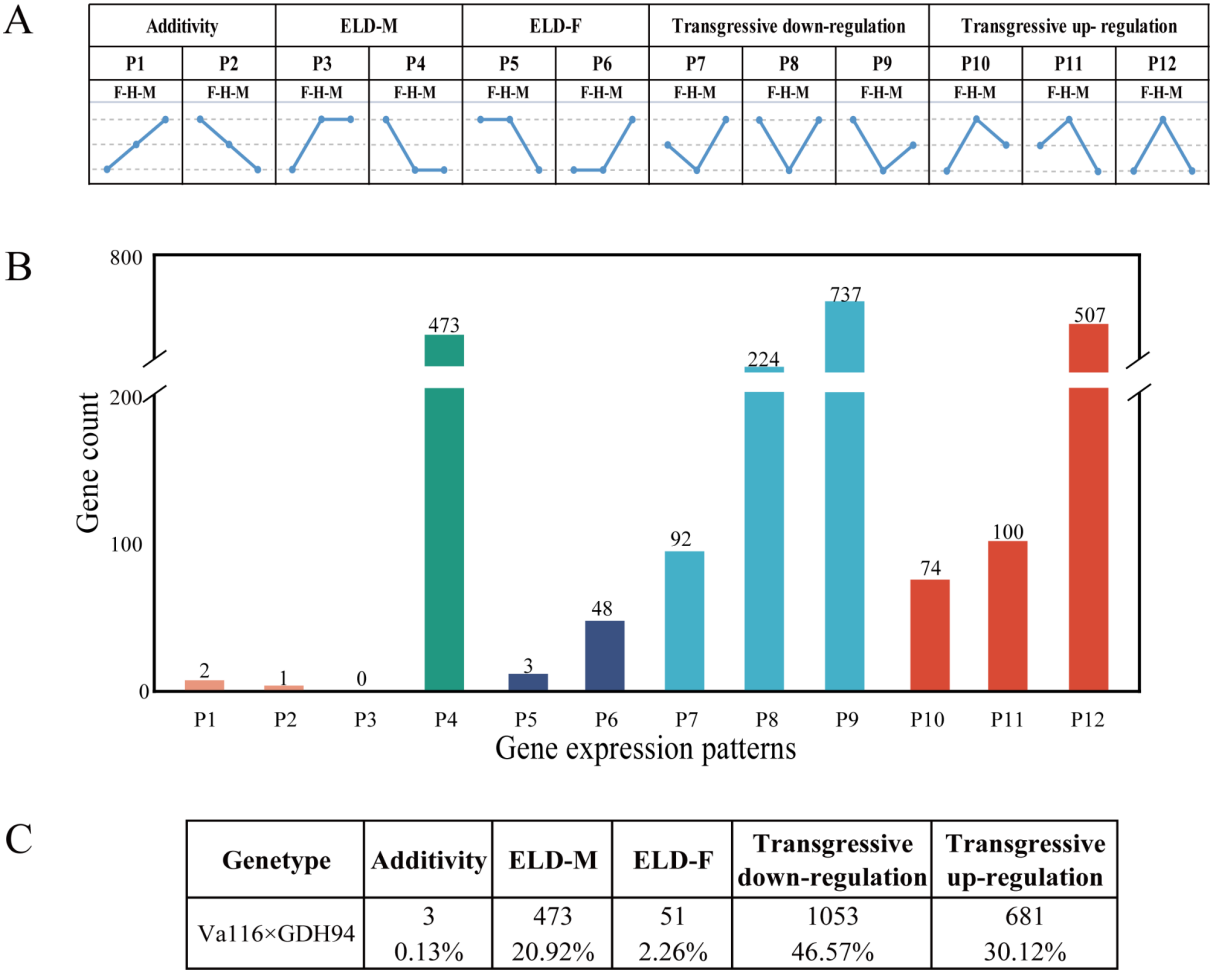
Identification and classification of differential gene expression patterns in hybrids. **A** Classification of the 12 expression patterns. Genes in P1 and P2 patterns exhibited additive expression. Genes in P3–P6 patterns were the dominant expression. Genes in the P7-P12 pattern exhibited a transgressive expression, among which P7–P9 were down-regulated overdominant expression, whereas P10–P12 genes were up-regulated overdominance. **B** The distribution of differentially expressed genes in hybrid species among 12 expression patterns. **C** The number and proportion of DEGs in the five expression patterns

### Functional enrichment analysis of overdominant genes

To explore the biological functions of the overdominant genes in the hybrids, GO enrichment analysis was first performed on the overdominant genes in the hybrid (Fig. 4A, Supplementary file 2, Sheet 4). The results showed that the overdominant genes were mainly enriched in molecular functions such as chlorophyll binding, carbohydrate phosphatase activity, and phosphatase inhibitor activity. They were also significantly enriched in cellular components such as chloroplast, mitochondrial protein complex, and photosystem. Analysis of biological processes showed that these genes were significantly enriched in carbohydrate derivative metabolic processes, photosynthesis, and mitochondrial transport.

KEGG enrichment analysis (Fig. 4B, Supplementary file 2, Sheet 5) showed that these overdominant genes were mainly enriched in biological pathways such as photosynthesis antenna proteins, the TCA cycle, and carbon fixation in photosynthetic organisms (Fig. 4B). 

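GO and KEGG annotations of the genes were not used here, so the enrichment was not recomputed. Without a fold change limit, 4710 of the tested genes were higher in Va116×GDH94 than in both parents at adjusted p values under 0.05, which is 13.1%, and 2847 were lower than in both, which is 7.89%. The overdominant class with its 2-fold limit held 6 of the photosynthesis and carbon fixation genes of Fig. 5B. It held 0 of the tricarboxylic acid cycle genes of Fig. 6B, and the number was also 0 at an unadjusted p value under 0.05.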

The results suggested that the overdominance expression of genes might enhance or inhibit the photosynthetic antenna protein, the carbon fixation process of photosynthetic organisms, and the tricarboxylic acid cycle process, which could lead to the formation of heterosis in tobacco biomass.

**Fig. 4:**
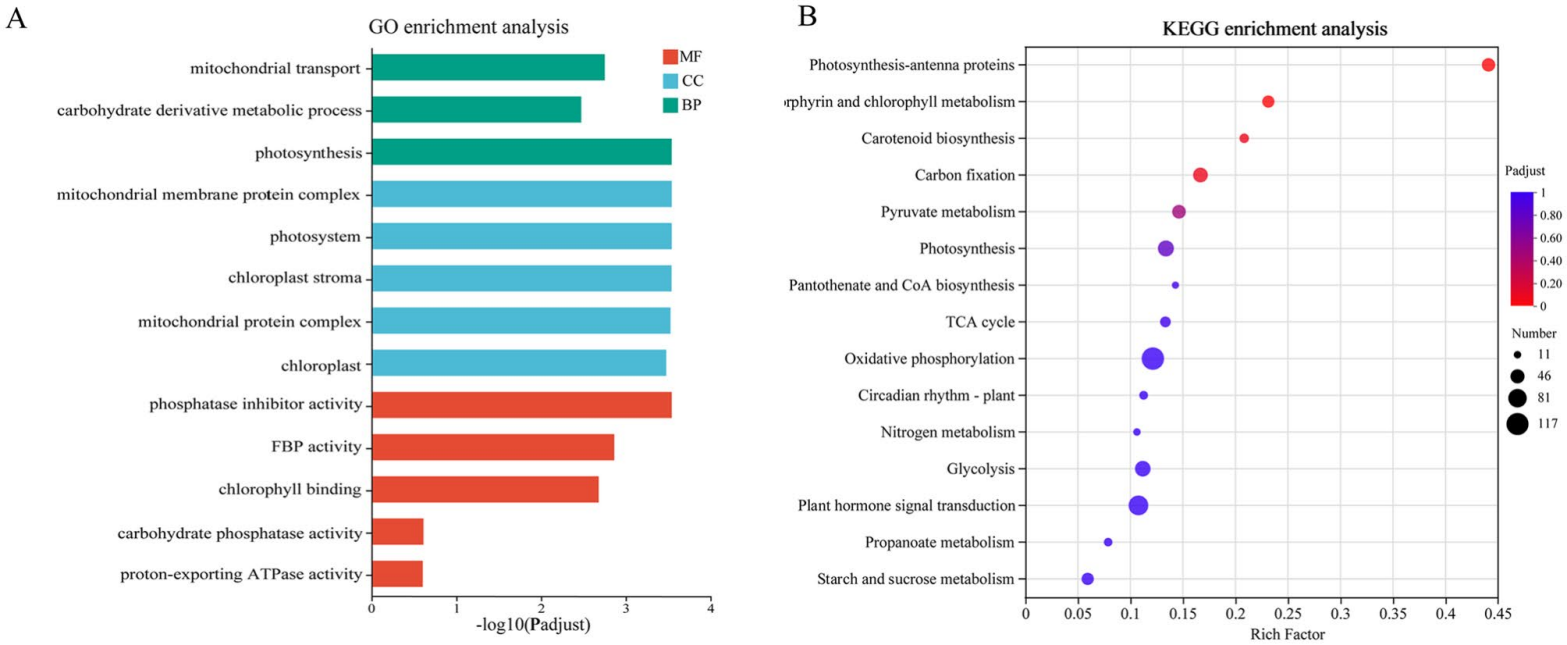
Functional enrichment analysis of overdominant expression pattern genes. **A** GO enrichment analysis of overdominant expression pattern genes, where the vertical axis represents GO term and the horizontal axis represents the significance level of enrichment, corresponding to the height of the column. The smaller the FDR, the greater the - log10 (Padjust) value, and the more significantly enriched the GO term. The three colors represent three major classifications, namely biological processes (BP), cellular components (CC), and molecular functions (MF). **B** KEGG enrichment analysis of overdominant expression pattern genes. The vertical axis represents the name of the pathway, and the horizontal axis represents the ratio of the number of enriched genes/transcripts (Sample number) in the pathway to the number of annotated genes/transcripts (Background number). The larger the Rich factor, the greater the degree of enrichment

### Up-regulation of overdominant photosynthesis related genes promotes the formation of tobacco biomass

By analyzing the biological processes of the overdominant expression genes of the hybrid Va116×GDH94, we found that the overdominant expression genes were significantly enriched in photosynthesis and carbon fixation in photosynthetic organisms. 

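Of the 98 photosynthesis and carbon fixation genes listed in Fig. 5B, 97 have an identifier that matches the expression table. In limma's test, 69 of the 97 genes were higher in Va116×GDH94 than in both Va116 and GDH94 at adjusted p values under 0.05, with no fold change limit. With the p values adjusted over the list alone, Fig. 5B genes above both parents numbered 72. In 73 genes all 3 hybrid libraries lay above all 6 parent libraries. Random lists of the same length, matched on mean expression, held a median of 20 and at most 35 genes above both parents at adjusted p values under 0.05 in 10000 draws. The list was drawn up by the paper from these libraries, so this contrast does not show that it would hold in other plants. Scaling moved the number most, to 53 under median-ratio scaling.

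**Figure D1:**
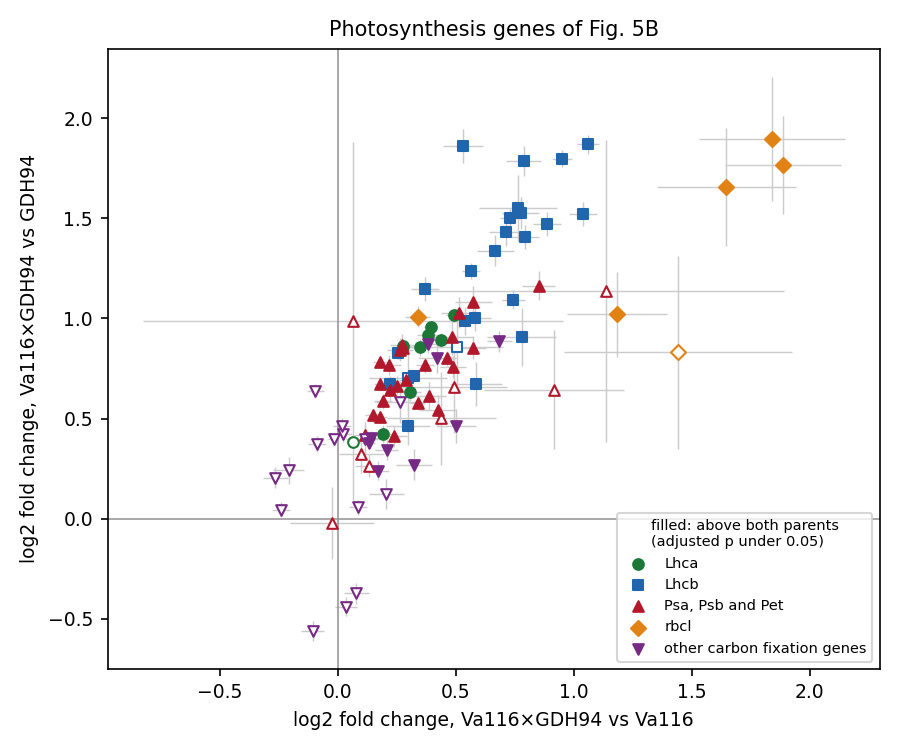
The log2 fold change of each of the 97 genes of Fig. 5B between Va116×GDH94 and Va116 (horizontal axis) and between Va116×GDH94 and GDH94 (vertical axis), on the log2(FPKM + 1) scale, with bars for the standard error from limma. Filled symbols mark the 69 genes above both parents at adjusted p values under 0.05. The rbcl genes reach 1.89 against Va116 and 1.90 against GDH94, the Lhcb genes reach 1.06 and 1.87, and the 3 GADPH genes lie below 0 on the vertical axis.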

In this study, we identified 98 genes in the hybrid that showed up-regulated overdominant expression pattern (Fig. 5B). 

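The light-harvesting genes of Fig. 5B comprise 9 Lhca and 25 Lhcb genes. Of the Lhca genes, 8 were above both parents at adjusted p values under 0.05 (limma). Over all 9, the log2 fold changes ranged from 0.07 to 0.49 against Va116 and from 0.38 to 1.02 against GDH94. Of the Lhcb genes, 23 were above both and 2 exceeded both parents by 2-fold. The 25 genes had log2 fold changes of 0.22 to 1.06 against Va116 and 0.46 to 1.87 against GDH94. For the photosystem I protein Psa, 14 of 18 genes were above both parents. The log2 fold changes of all 18 ranged from −0.02 to 0.85 against Va116 and from −0.02 to 1.16 against GDH94. For the photosystem II protein Psb, 7 of the 11 genes that could be matched were above both parents. Those 11 genes had log2 fold changes of 0.12 to 1.14 against Va116 and 0.41 to 1.14 against GDH94. Both values of 1.14 come from a gene with 3.22 ± 5.57 FPKM (SD, n = 3) in the hybrid and 0 in both parents. It was not above either parent at the limit (limma adjusted p = 0.27 against Va116 and 0.24 against GDH94). Of the Pet genes, 3 of 4 were above both. Under median-ratio scaling, quantile normalization and equal totals, Fig. 5B Psa genes above both parents in Va116×GDH94 numbered 9, 10 and 14, the Psb genes 4, 6 and 7, and the Pet genes 1, 1 and 2. With the same scalings the Lhca genes numbered 7, 8 and 8, and the Lhcb genes 22 in each. The median log2 fold changes of these 5 families stayed above 0 against both parents under each scaling that was tried.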

During the light harvesting process, 36 genes encoding Lhc protein in the hybrid exhibited overdominant up-regulation expression; 18 and 12 genes encoding Psa and Psb in Photosystem I and Photosystem II, respectively, also showed overdominant up-regulation expression. These genes play important roles in light energy transfer and protection, which are beneficial for the photosynthesis of the hybrid. There were 5 genes encoding ATP synthesis that showed overdominant up-regulation, which can promote the reduction of inorganic CO_2_ to organic carbon. 

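Of the genes of ATP synthesis, NtatpF (Nitab4.5_0003634g0020), named in Supplementary file 1, Table 1, was analysed, and the others were not analysed here. The FPKM of NtatpF was 25.4 ± 8.29 (SD, n = 3) in Va116×GDH94, 11.2 ± 1.65 in Va116 and 10.3 ± 2.66 in GDH94. The log2 fold change was 1.08 against Va116 (standard error 0.22, limma adjusted p = 0.0049) and 1.21 against GDH94 (standard error 0.22, limma adjusted p = 0.0017). All 3 hybrid libraries, from 20.5 to 35.0 FPKM, lay above all 6 parent libraries, from 7.69 to 13.0 FPKM.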

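Of the 6 rbcl genes of Fig. 5B, which encode the large chain of ribulose bisphosphate carboxylase, 5 were higher in Va116×GDH94 than in both parents at adjusted p values under 0.05 (limma), and 4 by 2-fold. The log2 fold changes of the 6 genes ranged from 0.34 to 1.89 against Va116 and from 0.83 to 1.90 against GDH94. The remaining rbcl gene had a log2 fold change of 0.83 against GDH94 with a limma adjusted p value of 0.18. The spread of the hybrid's replicates differed between these genes, from 689.7 ± 43.0 FPKM (SD, n = 3) in Nitab4.5_0000659g0110 to 11.4 ± 5.97 FPKM in Nitab4.5_0002183g0050, a pair chosen after the values were seen. NtrbcL, 1 of the 6 rbcl genes, belongs to the genes of organelle-encoded proteins. For such genes, carry-over of organelle RNA into the libraries cannot be told apart here from a rise in the plant. In K326×GDH88, 0 of the 6 rbcl genes were above both parents. In the other carbon fixation families the differences were smaller. Of the FBP genes 4 of 7 were above both parents, of TPI 2 of 3, of SBP 2 of 2 and of rpiA 1 of 4. Under median-ratio scaling, quantile normalization and equal totals, Fig. 5B SBP genes above both parents in Va116×GDH94 numbered 0, the TPI genes 1, 1 and 0, and the FBP genes 3, 3 and 4. The rbcl genes numbered 5 and the rpiA genes 1 under each of these scalings. The ALDO, GAPA and PRK families held 0 genes above both parents, and also 0 at unadjusted p values under 0.05. The 3 ALDO genes had log2 fold changes of −0.26 to 0.02 against Va116 and 0.21 to 0.64 against GDH94. GAPA had −0.09 and 0.37, and PRK had −0.02 and 0.40, of which the latter became −0.0041 under quantile normalization. The 3 GADPH genes lay below GDH94, with log2 fold changes of −0.56 to −0.37, and their median against Va116 changed from 0.03 to −0.05 under median-ratio scaling and to −0.03 under equal totals.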

In the carbon fixation in photosynthetic organisms, six rbcl genes showed overdominant up-regulation expression pattern. These results indicate that the genes that are overdominantly up-regulated during the photoresponse stage may lead to more excitation energy being transferred from the antenna protein of the photosystem to the photosynthetic reaction center. The increase of ATP can reduce more inorganic CO_2_ to organic carbon in the Calvin cycle, and directly affect the photosynthetic rate and carbohydrate accumulation of the hybrid combinations (Fig. 5A). The results indicate that the overdominant up-regulation of genes related to light response and carbon fixation in photosynthetic organisms pathways in the hybrid is an important reason for the formation of biomass heterosis in tobacco leaves.

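The means of 87 of the 97 genes were higher in Va116×GDH94 than in both parents, and 0 genes were lower than in both at adjusted or unadjusted p values under 0.05 (limma). The median log2 deviation of the list from the mid-parent value was 0.55. From the genes of light harvesting, the photosystems and carbon fixation that lie above both parents, the paper proposes that more excitation energy reaches the reaction centers and that more ATP reduces more inorganic carbon in the Calvin cycle. It proposes that this up-regulation in the hybrid is an important reason for the biomass heterosis of tobacco leaves.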

**Fig. 5:**
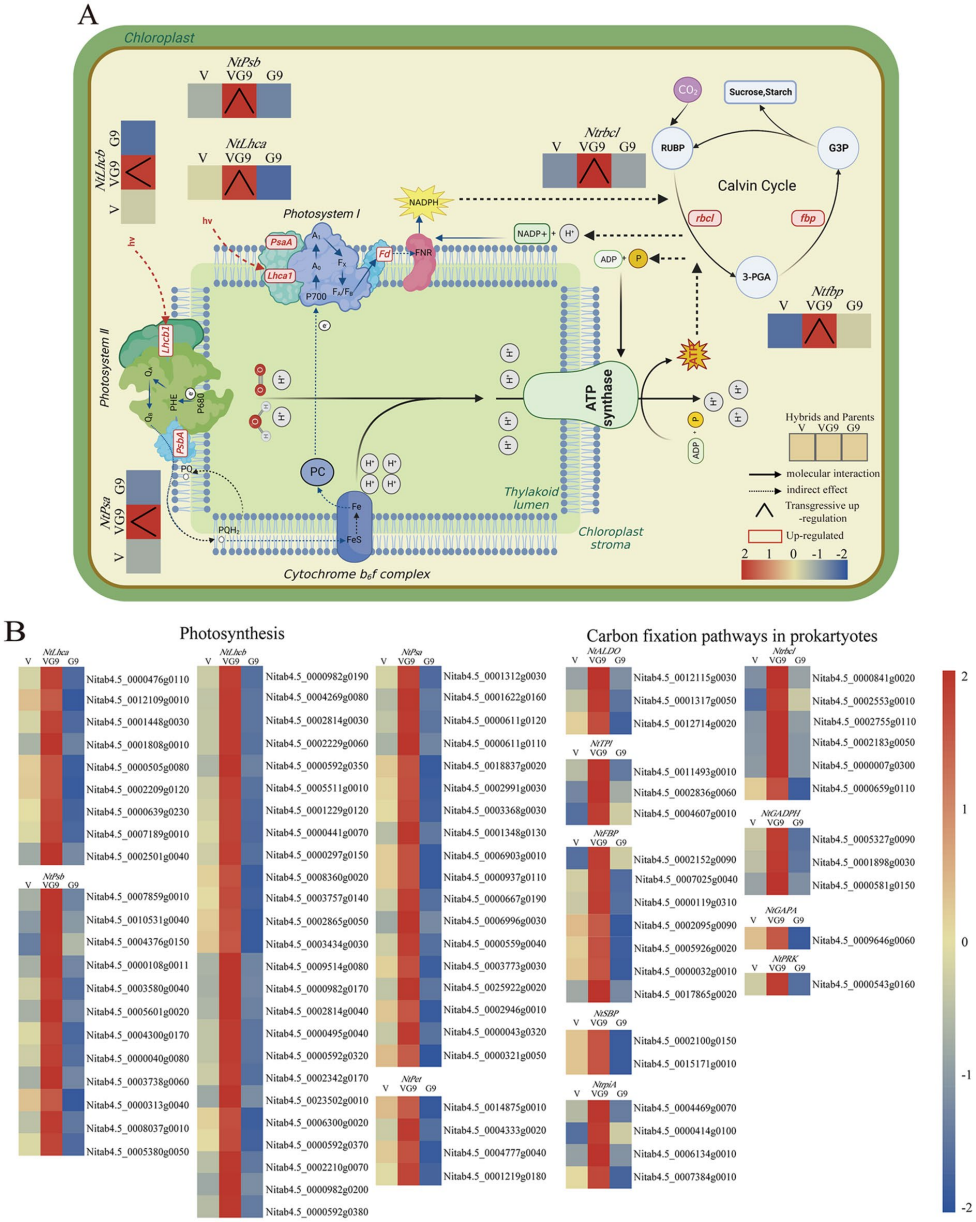
Photosynthesis of hybrid **A** Distribution of overdominant expression genes in photosynthesis related pathways in Va116×GDH94. Up-regulated genes are represented by a red box, while overdominant expression pattern is represented by a regular triangle. **B** Heat map of gene expression levels of overdominant expression pattern in photosynthesis related pathways of hybrid. *Note Lhca*: Light-harvesting complex I chlorophyll a/b binding protein 1. *Lhcb*: Light-harvesting complex II chlorophyll a/b binding protein 1. *Psb*: Photosystem II P680 reaction center D1 protein. *Psa*: Photosystem I P700 chlorophyll a apoprotein. *PetF*: Ferredoxin. *RipA*: Ribose 5-phosphate isomerase A. *PRK*: Phosphoribulokinase. *rbcl*: Ribulose-bisphosphate carboxylase large chain. *GAPDH*: Glyceraldehyde 3-phosphate dehydrogenase (phosphorylating). *GAPA*: Glyceraldehyde-3-phosphate dehydrogenase (NADP+). *TPI*: Triosephosphate isomerase (TIM). *ALDO*: Fructose-bisphosphate aldolase, classI. *FBP*: Fructose-bisphosphate aldolase, class I. *MDH*: malate dehydrogenase. *SBP*: Sedoheptulose-bisphosphatase

### The regulation of tobacco biomass consumption by genes related to the tricarboxylic acid cycle pathway

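Fig. 6B lists 21 genes of the tricarboxylic acid cycle and the steps around it, all of which are in the expression table. In limma's test, 11 of the 21 were lower in Va116×GDH94 than in both Va116 and GDH94 at adjusted p values under 0.05, with no fold change limit, and the means of 20 were lower than in both parents. Random lists of the same length, matched on mean expression, held a median of 2 and at most 10 genes below both parents at adjusted p values under 0.05 in 10000 draws, though the list was taken by the paper from the same libraries. Among the settings that kept all libraries, equal totals moved the number most, with Fig. 6B genes below both parents numbering 15. That scaling was chosen after the data were seen.

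**Figure D2:**
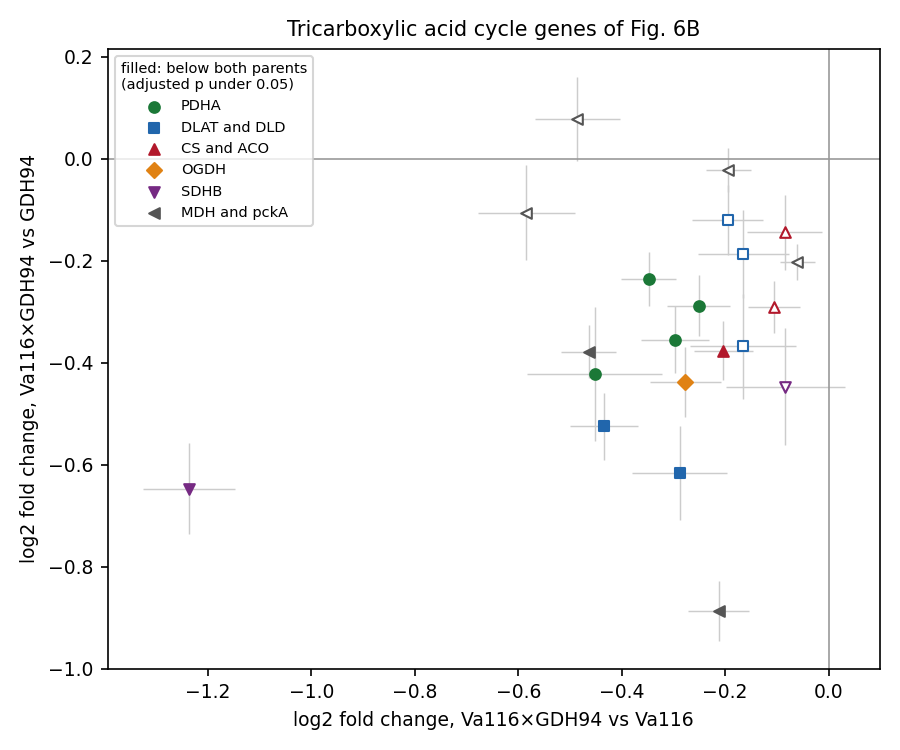
The log2 fold change of each of the 21 genes of Fig. 6B between Va116×GDH94 and Va116 (horizontal axis) and between Va116×GDH94 and GDH94 (vertical axis), on the log2(FPKM + 1) scale, with bars for the standard error from limma. Filled symbols mark the 11 genes below both parents at adjusted p values under 0.05. An SDHB gene lies lowest against Va116 at −1.24, pckA lies lowest against GDH94 at −0.89, and an MDH gene lies above 0 against GDH94 at 0.08.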

In the tricarboxylic acid cycle, we identified 21 genes in the hybrid that showed down-regulated overdominant expression pattern (Fig. 6B) in this study. 

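All 4 PDHA genes, for the alpha subunit of pyruvate dehydrogenase E1, were below both parents at adjusted p values under 0.05 (limma). Their log2 fold changes ranged from −0.45 to −0.25 against Va116 and from −0.42 to −0.24 against GDH94. Of the 2 DLAT genes, for the E2 component, 1 was below both parents, with log2 fold changes of −0.43 and −0.52 (limma adjusted p = 8.5e-04 and 1.7e-04). The other had log2 fold changes of −0.16 against Va116 and −0.19 against GDH94, with limma adjusted p values of 0.17 and 0.10.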

During the conversion of pyruvate to acetyl CoA, 4 *PDHA* and 2 *DLAT* were overdominantly down-regulated, inhibiting the synthesis of acetyl CoA. During the conversion of acetyl CoA to citrate, 1 *CS* was overdominantly down-regulated; during the conversion to isocitrate, 2 *ACO* were overdominantly down-regulated. 

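The CS gene had an FPKM of 29.4 ± 1.5 (SD, n = 3) in Va116×GDH94, 31.7 ± 1.14 in Va116 and 36.2 ± 0.72 in GDH94. It was lower than in GDH94 (log2 fold change −0.29, limma adjusted p = 0.0012), and the difference from Va116 was −0.11 (limma adjusted p = 0.13). Under median-ratio scaling and under quantile normalization, Fig. 6B CS genes below both parents in Va116×GDH94 numbered 1. Of the 2 ACO genes, 1 was below both parents, with log2 fold changes of −0.20 against Va116 and −0.38 against GDH94 (limma adjusted p = 0.020 and 5.2e-04). The other had −0.08 and −0.14 (limma adjusted p = 0.40 and 0.12).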

During the conversion of α-ketoglutarate to succinyl CoA, 1 *OGDH* was overdominantly down-regulated; during the conversion from succinate to malate, 2 *SDHB* were overdominantly down-regulated. 

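The OGDH gene and 1 of the 2 SDHB genes were below both parents at adjusted p values under 0.05 (limma). The other SDHB gene had an FPKM of 2.23 ± 0.28 (SD, n = 3) in Va116×GDH94, 2.43 ± 0.43 in Va116 and 3.40 ± 0.28 in GDH94. It was lower than in GDH94 (log2 fold change −0.45, limma adjusted p = 0.0095), while its difference from Va116 was −0.08 (limma adjusted p = 0.61).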

During the conversion from malate to oxaloacetate, 5 *MDH* were overdominantly down-regulated, inhibiting the tricarboxylic acid cycle and reducing the consumption of respiratory substrates (Fig. 6A). 

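Of the 5 MDH genes, 4 were lower in Va116×GDH94 than in Va116 and 2 lower than in GDH94 at adjusted p values under 0.05 (limma), and 1 was lower than in both. The log2 fold changes of the 5 genes ranged from −0.58 to −0.06 against Va116 and from −0.38 to 0.08 against GDH94. Under equal totals, a scaling chosen after the data were seen, Fig. 6B MDH genes below both parents in Va116×GDH94 numbered 3, and under median-ratio scaling 2.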

The results showed that the hybrid had lower respiratory expenditure compared to their parents, promoting the formation of biomass heterosis in tobacco leaves.

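Of the 3 DLD genes of Fig. 6B, 1 was below both parents at adjusted p values under 0.05 (limma), with a family range of −0.29 to −0.17 against Va116 and −0.62 to −0.12 against GDH94. The pckA gene was below both, with log2 fold changes of −0.21 (limma adjusted p = 0.019) and −0.89 (limma adjusted p = 3.9e-06). Over the 21 genes, the median log2 deviation from the mid-parent value was −0.29. The median deviation of each of the 9 families stayed below 0 under each scaling that was tried.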

**Fig. 6:**
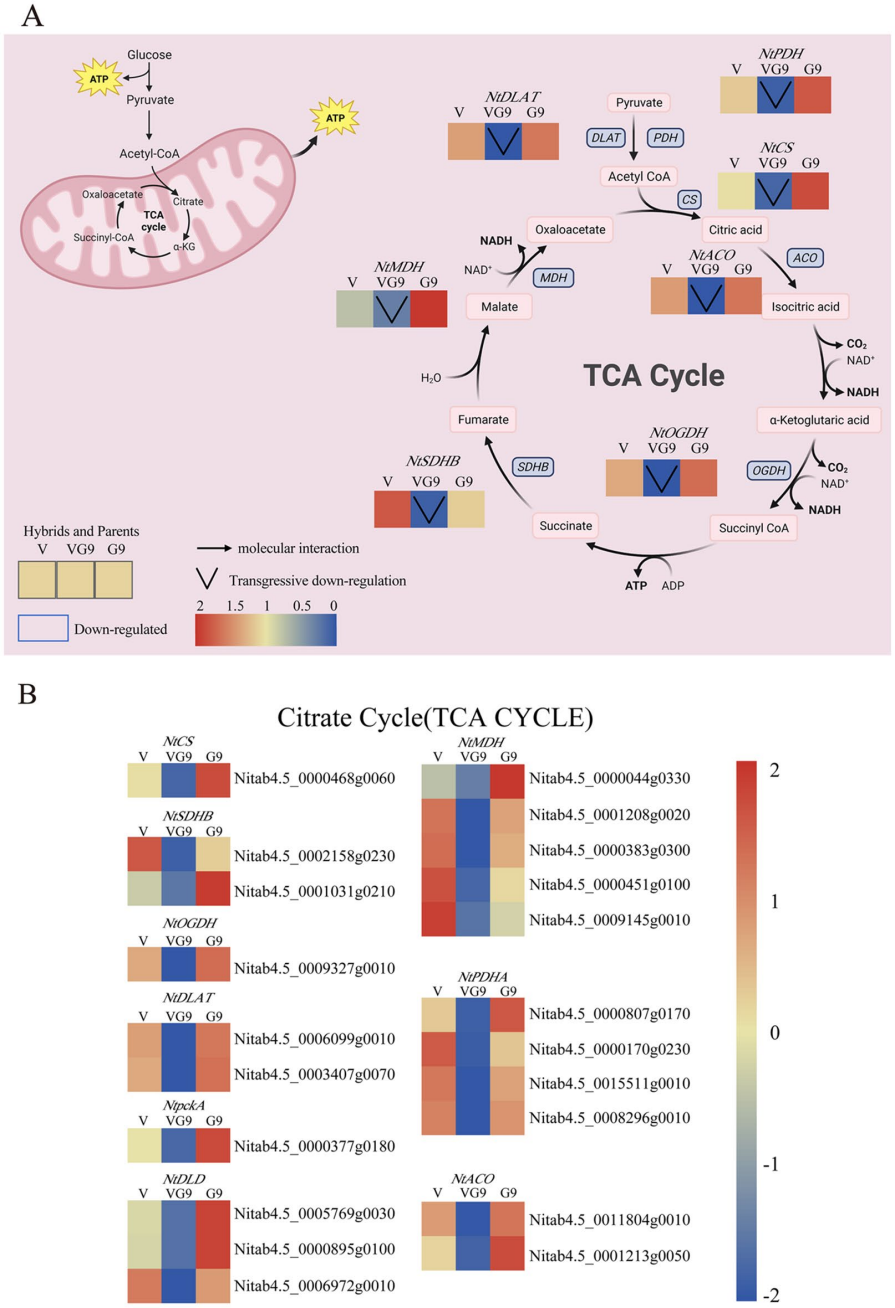
Respiratory function of hybrid (Tricarboxylic acid cycle) **A** Distribution of overdominant expression pattern genes in the tricarboxylic acid cycle pathway of Va116×GDH94, with down-regulated genes represented by blue boxes and overdominant expression pattern represented by inverted triangles. **B** Heat map of gene expression levels of overdominant expression pattern in the tricarboxylic acid cycle pathway of hybrid. *Note CS*: Citrate synthase. *MDH*: Malate dehydrogenase. *SDHB*: Succinate dehydrogenase (ubiquinone) iron-sulfur subunit. *DLD*: Succinate dehydrogenase (ubiquinone) iron-sulfur subunit. *OGDH*: 2-Oxoglutarate dehydrogenase E1 component. *ACO*: Aconitate hydratase. *PDHA*: Pyruvate dehydrogenase E1 component subunit alpha. *DLAT*: Pyruvate dehydrogenase E2 component (dihydrolipoyllysine-residueacetyltransferase). *pckA*: Phosphoenolpyruvate carboxykinase

### Enhanced photosynthetic capacity of hybrids

The results of the measurement of photosynthetic parameters of hybrid and its parents (Fig. 7, Supplementary file 1, Table 5) suggest that the overdominance effect of photosynthesis-related genes in the hybrid contributes to the formation of heterosis in tobacco biomass. Specifically, the hybrid showed significantly higher P_n_ and C_i_, which are positive dominant values, indicating a stronger photosynthetic capacity compared to its parents. On the other hand, the hybrid showed significantly lower Tr, which is a negative dominant value, indicating less transpiration consumption. However, the Gs of Va116 was significantly higher than Va116×GDH94 and GDH94, suggesting that the hybrid may have inherited the trait of lower Gs from GDH94. Overall, these results suggest that the overdominance effect of photosynthesis-related genes in the hybrid promoted photosynthesis and reduced transpiration, leading to the formation of heterosis in tobacco biomass.

**Fig. 7:**
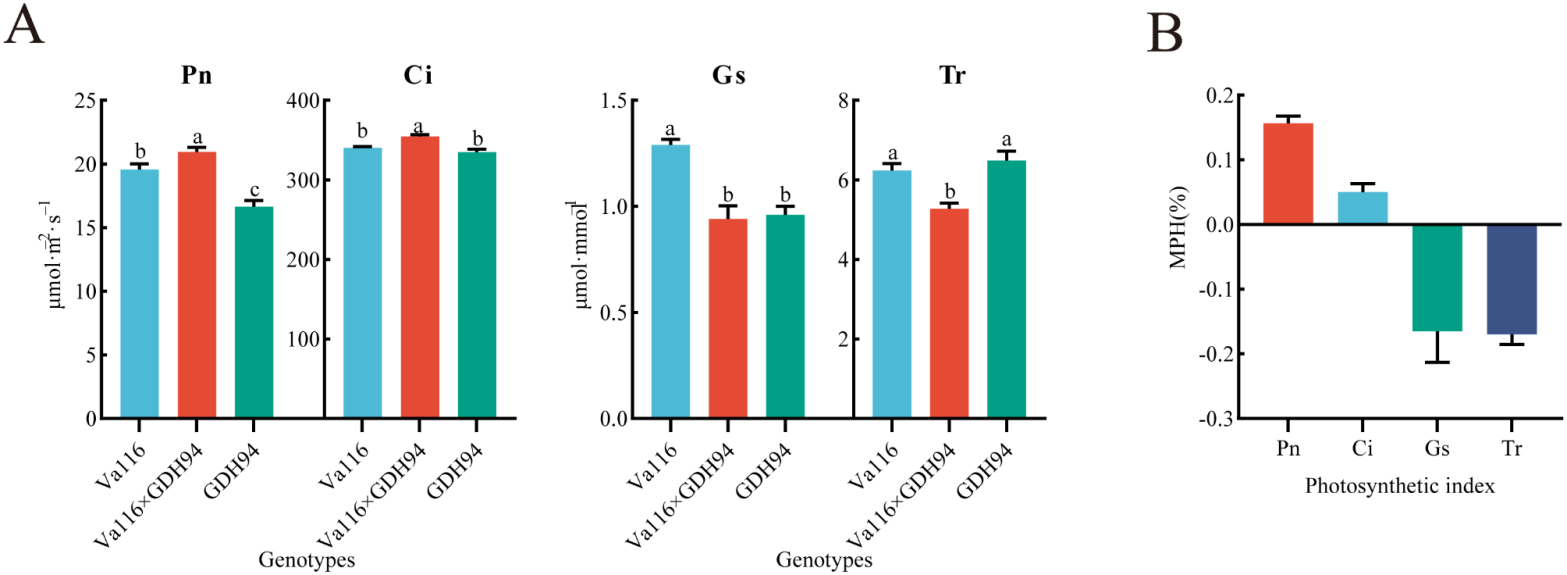
Measurement of photosynthetic parameters in hybrid and its parents. **A** P_n_, C_i_, G_s_ and T_r_ of the hybrid and its parents. **B** Heterosis values for P_n_, C_i_, G_s_ and T_r_ in the hybrid

### qRT-PCR analysis

We focused on six genes related to photosynthesis and three genes related to respiration, and examined their expression levels in the hybrid Va116×GDH94 using qRT-PCR (Fig. 8). 

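The RNA-seq values of the genes in Supplementary file 1, Table 1 are given as FPKM (mean ± SD, n = 3) with limma's log2 fold changes and adjusted p values. NtLhcb1 (Nitab4.5_0002814g0050) had 72.4 ± 2.55 FPKM in Va116×GDH94, 17.5 ± 0.30 in Va116 and 10.9 ± 1.24 in GDH94, with log2 fold changes of 1.98 (limma adjusted p = 1.8e-07) and 2.63 (adjusted p = 1.6e-08). NtLhcb2 (Nitab4.5_0005511g0010) had 81.6 ± 9.07, 47.1 ± 1.07 and 27.6 ± 1.85 FPKM, with log2 fold changes of 0.78 (limma adjusted p = 9.2e-05) and 1.53 (adjusted p = 9.9e-07). NtPsbA (Nitab4.5_0008665g0010) had 5.76 ± 2.04, 1.25 ± 0.37 and 0.89 ± 0.13 FPKM, and log2 fold changes of 1.55 (limma adjusted p = 4.6e-04) and 1.79 (adjusted p = 1.2e-04). NtPsb (Nitab4.5_0003961g0020) had 28.2 ± 6.84, 7.31 ± 1.19 and 7.55 ± 2.97 FPKM, and log2 fold changes of 1.80 against each parent (limma adjusted p = 4.4e-04 and 2.5e-04). NtrbcL (Nitab4.5_0000841g0020) had 11.7 ± 3.46, 4.47 ± 0.95 and 5.09 ± 0.72 FPKM, and log2 fold changes of 1.18 (limma adjusted p = 0.0022) and 1.02 (adjusted p = 0.0030). In each of these 5 genes, all 3 hybrid libraries lay above all 6 parent libraries. Deviations from the genotype means were compared over the 18 libraries between 9 plastid-type genes, NtPsbA, NtPsb and NtrbcL among them, and 10 mitochondrial-type genes. They had Pearson's r = 0.765 (two-sided exact permutation within genotypes, p = 0.134) and Spearman's rho = 0.292 (exact permutation, p = 0.386). Without the 2 libraries farthest from the median, r was 0.0748. Outside Va116×GDH94 the mean log2(FPKM + 1) of the mitochondrial-type genes was only 0.06 to 0.36, so those libraries could hardly show a relation. For NtPsbA, NtPsb and NtrbcL, carry-over of organelle RNA cannot be told apart from a rise in the plant.
Of the respiration genes, NtSDHB (Nitab4.5_0002158g0230) had 3.35 ± 0.46 FPKM in Va116×GDH94, 9.22 ± 0.23 in Va116 and 5.8 ± 0.53 in GDH94, with log2 fold changes of −1.24 (limma adjusted p = 1.1e-05) and −0.65 (limma adjusted p = 3.0e-04). NtOGDH (Nitab4.5_0009327g0010) had 7.83 ± 0.76, 9.68 ± 0.11 and 10.9 ± 0.32 FPKM, with log2 fold changes of −0.28 (limma adjusted p = 0.012) and −0.44 (limma adjusted p = 6.5e-04). NtMDH1 (Nitab4.5_0000044g0330) had 195.5 ± 6.72, 203.8 ± 1.79 and 225.1 ± 3.63 FPKM. It was lower than in GDH94 (log2 fold change −0.20, limma adjusted p = 0.0011), while the difference from Va116 was −0.06 (limma adjusted p = 0.21). Under median-ratio scaling, the log2 fold change of NtMDH1 between Va116×GDH94 and Va116 was −0.14 and passed the limit of 0.05 for the adjusted p value. The reference gene NtLR25 (Nitab4.5_0002995g0050) had 154.6 ± 26.4, 158.7 ± 4.43 and 152.1 ± 4.73 FPKM, with differences of −0.05 from Va116 (limma adjusted p = 0.73) and 0.01 from GDH94 (limma adjusted p = 0.95).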

The results showed that all six genes related to photosynthesis showed up-regulated overdominant expression pattern, while three genes related to respiration showed down-regulated overdominant expression pattern, indicating that the overdominant expression pattern of genes in hybrid varieties may be the key to the formation of biomass heterosis in tobacco leaves.This finding sheds light on the genetic mechanisms underlying the observed heterosis and provides important insights for future breeding strategies aimed at improving crop yields.

**Fig. 8:**
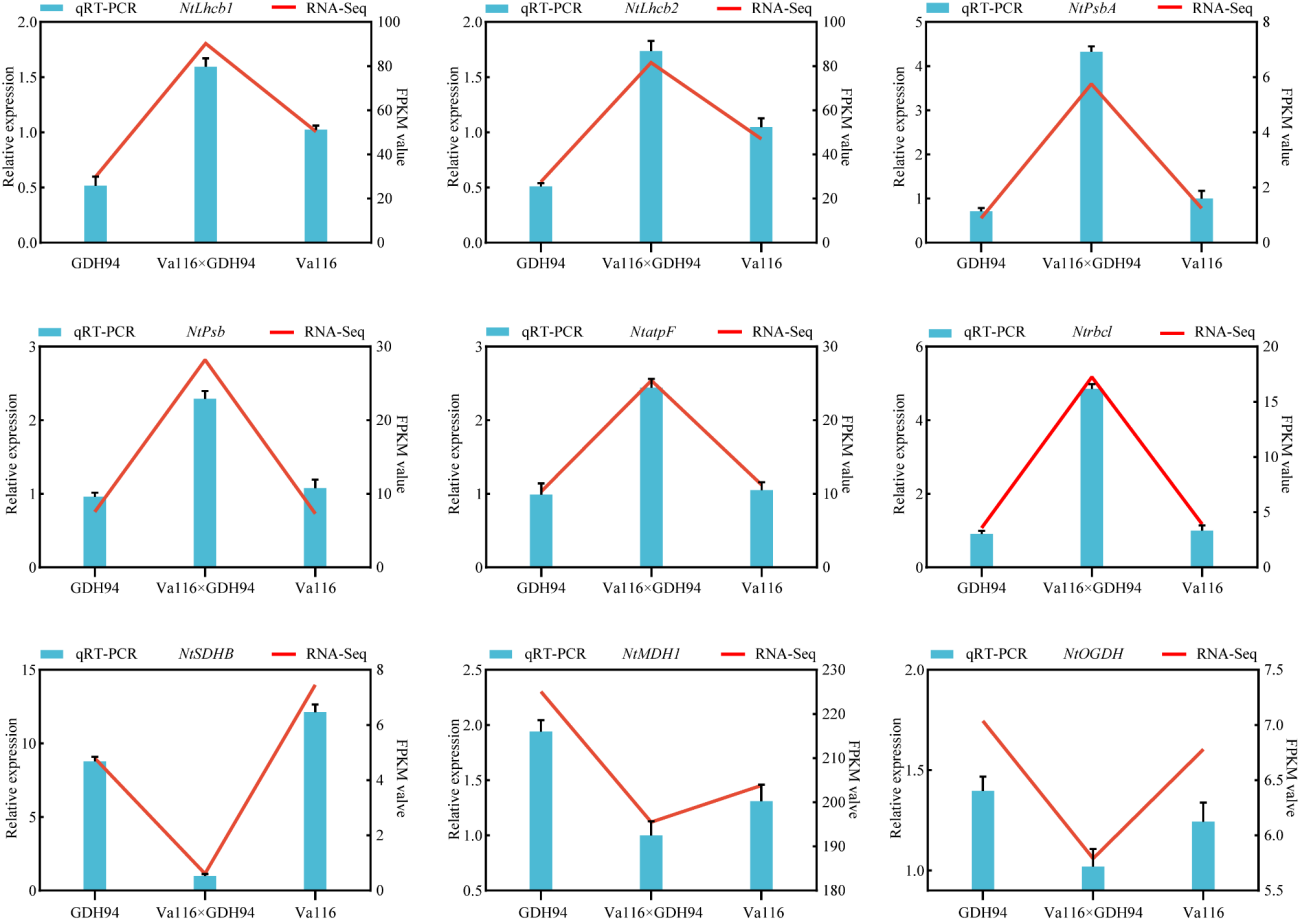
Comparison of photosynthesis and respiration related gene expression levels of RNA-seq and qRT-PCR in hybrid and its parents

## Discussion

Heterosis is a natural phenomenon in which hybrid offspring show traits that surpass their parents in terms of yield, adaptability, and response to biotic and abiotic stresses [49]. Due to the significant improvement in crop yield and resistance caused by heterosis, it has been widely used in agricultural production [50]. As an economic crop, tobacco leaves biomass directly affects yield and the economic benefits of farmers. This study found that tobacco leaves biomass has significant heterosis. By selecting suitable parents and using heterosis utilization methods, hybrids with suitable biomass can be bred. In the study of the formation mechanism of heterosis in different crops, previous studies [50] confirmed the dominance hypothesis in rice and also provided guidance for the aggregation of dominant loci; multiple reports have shown that epistasis plays an important role in the regulation of heterosis in different traits in rice [51] and maize [52]; at present, there have been multiple reports proving the existence of overdominance: *AtFT* encodes a floral factor and participates in the regulation of flowering time in Arabidopsis. Its homologous gene *OsHd3a* in rice [50] and homologous gene *SlSFT* in tomato [53] both show strong overdominant effects in yield heterosis. This study performed transcriptome analysis on hybrid Va116×GDH94 and found that 76.69% of DEGs mainly showed overdominant expression pattern, indicating that the overdominant effect of gene expression levels may play a major role in the formation of biomass heterosis in tobacco leaves, consistent with the research results of Hayford [54] on cotton biomass heterosis.

Photosynthesis is closely related to biomass heterosis[3, 18, 25,], the key process for crop biomass formation [55]. Improving light-harvesting ability is a prerequisite for optimizing photosynthesis. The light-harvesting chlorophyll a/b binding proteins, comprising two evolutionary groups, Lhca and Lhcb [56], act as the main external antenna around the reaction center of PS II [32]. They quickly transmit the received light energy to the reaction center, involved in light energy conversion and transfer [33, 57], and play an important role in the photosynthetic system [58, 59]. We find that *Lhc* in Va116×GDH94 shows overdominant expression pattern, which improves the light-harvesting ability of Va116×GDH94, resulting in a higher net photosynthetic rate than the parents, thus showing heterosis in tobacco biomass. This is consistent with previous research results [60]. Va116×GDH94 encoding PsbA (D1) and CP43 in Photosystem II show overdominant up-regulation of genes in Photosystem I such as *Psa*, *Psb*, and chloroplast ATP synthase, suggesting improved plant abilities in charge separation, charge stability, photoprotection, stress resistance [61–63] and ATP synthesis, further driving the Calvin-Benson-Bassham metabolic cycle [64]. The overdominant expression of the *rbcl* further promotes the conversion of CO_2_ into biomass. Our research results indicate that overexpression of photosynthesis related genes in the hybrid combination Va116×GDH94 promotes the photosynthesis and carbon sequestration pathways of photosynthetic organisms, thereby forming heterosis in tobacco biomass.

Nearly half of the carbon fixed by plants through photosynthesis is returned to the atmosphere through their respiration [65]. Reducing plant respiration may therefore increase crop yield [66]. Previous studies have shown that respiration consumption decreases rice yield [67], mainly because most of the energy generated by respiration is allocated to maintenance rather than growth respiration. Plant respiration is thus one of the main causes of yield loss [68]. Compared with its parents, hybrid larch has higher photosynthetic efficiency and lower respiration rate, providing more carbon-based resources for wood production [69]. The TCA cycle consists of eight enzymes: citrate synthase (CSY), aconitase (ACO), isocitrate dehydrogenase (IDH), α-ketoglutarate dehydrogenase complex (OGDH), succinyl CoA synthase (SCoAL), succinate dehydrogenase (SDH), fumarate dehydrogenase (FUM), and malate dehydrogenase (MDH) [70]. This study identified overexpression of *MDH*, *ACO*, *FUM*, *OGDH*, and *SDH* in the TCA cycle of Va116×GDH94. Previous studies have shown that down-regulation of these genes affects respiration, increases photosynthetic rate, and biomass of tomatoes, potatoes, and cherries [71–75]. Previous studies have found that overexpression of *AtLPD* in Arabidopsis promotes photosynthesis and TCA cycle, but ultimately leads to biomass accumulation, which is inconsistent with the results of this study. We speculate that higher GDC reduces carbon flow in the photorespiration pathway and decreases the accumulation of photorespiring metabolites in Va116×GDH94. At present, most research on crop heterosis focuses on accumulation, while there is relatively little research on consumption analysis, which may be the direction we need to pay attention to in the future.

Leaves are the nutritional and economic organs of tobacco, and their biomass directly affects tobacco yield and the economic benefits of tobacco farmers. Previous research found that tobacco hybrids have more and larger leaves [44], but the performance and formation mechanisms of biomass heterosis in tobacco leaves are not clear. Here, we analyzed the key period for the formation of biomass heterosis in tobacco leaves, selected the hybrid Va116×GDH94 with the highest heterosis value from the test materials, and used transcriptome technology to investigate the causes of biomass heterosis in tobacco leaves. We found that the overdominant effect of gene expression level may play a major role in the formation of biomass heterosis in tobacco leaves. We analyzed the pathways of photosynthesis and respiration that were enriched, and found that genes with overdominant up-regulation expression in the photosynthesis pathway improved tobacco’s light capture efficiency and light protection ability, enhanced carbohydrate accumulation, while genes with overdominant down-regulation expression in the respiration pathway reduced substrate consumption by respiration, thereby promoting the formation of biomass heterosis in tobacco leaves.

## Conclusion

This study indicates that tobacco biomass exhibits a universal heterosis. The transcriptome analysis results showed that the overdominant effect of differentially expressed genes plays an important role in the formation of biomass heterosis in Va116×GDH94. The biomass heterosis of Va116×GDH94 can be attributed to the overdominant up-regulation of genes in the photosynthetic pathway, such as *NtLhc*, *NtPsa*, *Ntrbcl*, as well as the overdominant down-regulation of genes in the respiratory pathway, such as *NtSDHB*, *NtDLAT*, and *NtMDH*. This study provides new insights for revealing the biomass heterosis of tobacco leaves and theoretical support for tobacco hybrid breeding.

## Materials and methods

### Experimental materials

In this research, we selected five tobacco varieties (lines) with substantial differences in leaf biomass as parents, specifically K326 and Va116 as one parent, and GDH94, JCP2, and GDH88 as the other parents. Using an Appling incomplete diallel crossing design (NCII), we produced six hybrids with a total of 11 experimental materials. The seeds for each experiment were provided by the Key Laboratory of Tobacco Quality Research in Guizhou Province. We ensured that the collection of plant material and the experimental and field studies of the plants complied with the relevant institutional, national, and international guidelines and legislation. The seeds were sown in a greenhouse using floating seedlings and were transplanted to the field once the seedlings had grown to contain five true leaves. The field trial was carried out in a randomized group design with three biological replications in 2022 at the Guizhou University Tobacco Research Experimental Base, with a row-plant spacing of 110 × 55 cm. The field cultivation management measures were executed according to the Guizhou Standard Quality Tobacco Production Program.

### Determination of tobacco leaf biomass and analysis of hybrid advantage

From 38 to 66 days after transplanting, tobacco leaf biomass was measured at 7-day intervals for a total of 5 times. Three healthy and well-grown tobacco plants were selected from each plot, and 9–11 leaf positions were selected for mixing. Three replicates were taken. Fresh biological samples were frozen with liquid nitrogen and then stored in an ultra-low temperature refrigerator at -80℃. The biomass of tobacco leaves was determined using the method of drying and weighing. The whole plant leaves were harvested and heated at 105℃ for 30 min, and then dried to a constant weight at 75℃ to determine their dry weight. We ensured that the sample collection and handling procedures followed relevant institutional, national, and international guidelines and regulations.

The value of mid-parent heterosis were calculated according to the following method:

$$MPH(\% ) = ({{{F_1} - MP} \over {MP}}) \times 100$$

F_1_ indicates the value of hybrid, MP indicates the average value of both parents.

### Transcriptome sequencing and data alignment

RNA was extracted from leaf tissue using the TRIzol (Invitrogen) method. Total RNA was extracted from tissue using TRIzol® reagent (plant RNA purification reagent for plant tissue) according to the manufacturer’s instructions (Invitrogen), and genomic DNA was removed using DNase I (TaKara).The concentration and purity of the extracted RNA were measured by Nanodrop2000, The TruSeqTM RNA sample preparation Kit (Illumina, San Diego, CA) was used to build RNA libraries. High-throughput sequencing was performed using the NovaSeq 6000 sequencing platform with a read length of PE150.

Using software HiSat2 Integrate the raw data after quality control with the tobacco K326 reference genome Conduct a comparison [76] to obtain Reads for subsequent transcript assembly and expression calculation.

### Screening and functional analysis of differential genes

Quantitative analysis of gene expression levels used software RSEM [77]. Differential expression analysis was performed using the DESeq2 [78].The screening criteria for significantly differentially expressed genes are: *p* < 0.05 and | log2FC | ≥ 2. When a gene satisfies both of these conditions, it is considered a differentially expressed gene (DEG). Using STEM software and referring to the methods of Rapp [79] and Yoo [80], differentially expressed genes were classified into 12 expression patterns. GO functional enrichment was carried out by Goatools [81]. Using R software for KEGG pathway enrichment analysis, when the *P*-value ≤ 0.05, it is considered that there is significant enrichment in the KEGG pathway.

### qRT-PCR validation

To validate the accuracy of the transcriptome data, we selected six DEGs for qRT-PCR (PCR quantitative real-time) analysis. The SYBR Premix Ex Taq kit (Takara) and the Applied Biosystems 7500 real-time PCR system (Life Technologies Corporation, Beverly, MA, USA) were used to conduct the experiments. The genes and corresponding primers used for qPCR are listed in Supplementary file 1, Table 1. The relative expression of each gene was calculated using 2^−ΔΔCt^ [82].

### Measurement of photosynthetic indexes

Photosynthetic measurements were conducted using the LI-6400 portable photosynthetic analyzer manufactured by the LICOR company in the United States. The measurements were carried out in clear and windless weather conditions from 9:00 to 11:00 am, during the same period as the biomass measurements. The net photosynthetic rate (P_n_), transpiration rate (T_r_), intercellular CO_2_ concentration (C_i_), stomatal conductance (G_s_). Measured the 9–11 leaves and performed three biological replicates.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

Sequence data that support the findings of this study have been deposited in NCBI under GEO accession number GSE252097.Data is provided within the supplementary information files.

## Abbreviations

DEGs: Differentially expressed genes
TCA cycle: Tricarboxylic acid cycle
P_n_: Net photosynthetic rate
C_i_: Intercellular CO_2_ concentration
T_r_: Transpiration rate
G_s_: Stomatal conductance

# Supplementary material for: Transcriptome analysis reveals the key role of overdominant expression of photosynthetic and respiration-related genes in the formation of tobacco(Nicotiana tabacum L.) biomass heterosis
**Source:** BMC Genomics. 2024 Jun 14;25:598. doi: 10.1186/s12864-024-10507-8
**Supplement:** Supplementary file 2 — Supplementary Material 2

Supplementary Material 1

**Transcriptome analysis reveals the key role of overdominant expression of photosynthetic and respiration-related genes in the formation of tobacco(*Nicotiana tabacum* L.) biomass heterosis**

**Anbin Lu1,3, Shuaibo Zeng1,3, Kai Pi1,3, Benshan Long1,3,Zejun Mo2,3, Renxiang Liu1,3***

| **TABLE 1** │ Genes and corresponding primers used for qRT-PCR | | | |
| --- | --- | --- | --- |
| **Gene** | **sequence number** | **Primer sequence** | **annealing temperature(°C)** |
| *NtLhcb1* | Nitab4.5_0002814g0050 | F:TGGGACACTGCTGGACTTT | 58.3 |
| R:GCAACACGGTAACCCTCAA |
| *NtLhcb2* | Nitab4.5_0005511g0010 | F:TCTCCGAGCAAACTCCATC | 56.3 |
| R:GCCTCCGCCAACTCTGTAT |
| *NtPsbA* | Nitab4.5_0008665g0010 | F:TGCTGCTCCTCCAGTAGACA | 52.0 |
| R:AATCCAAGGTCGCATACCC |
| *NtPsb* | Nitab4.5_0003961g0020 | F:TATTGCCTTCATTGCTGCTC | 50.0 |
| R:TCATCAACGGATGCCACTT |
| *NtatpF* | Nitab4.5_0003634g0020 | F:ATCAGCAGCACTAAACAAG | 53.9 |
| R:TCATCACTAAGAGCAGCAA |
| *NtrbcL* | Nitab4.5_0000841g0020 | F:TATCGCCAACGAGAAATCG | 50.7 |
| R:CCTGAAGCCACGGGTAAAA |
| *NtSDHB* | Nitab4.5_0002158g0230 | F:TCTTATCTTGGTCCCGCTGC | 58.6 |
| R: GTCAAGGCGCTCCTGAGTAT |
| *NtMDH1* | Nitab4.5_0000044g0330 | F:TCACACCAAAACGGATTGTAACT | 59.7 |
| R:CGCCACTGTAGGACTAGGAA |
| *NtOGDH* | Nitab4.5_0009327g0010 | F:ACATGCAAAAATGGAGAATGGTGTG | 61.2 |
| R:CTCAGCTGTTGCGTCCAACTT |
| *NtLR25* | Nitab4.5_0002995g0050 | F:CCCCTCACCACAGAGTCTGCA | 62.0 |
| R: AAGGGTGTTGTTGTCCTCAATCTT |

| **TABLE 2** │ Analysis of differences in biomass between parental and hybrid tobacco leaves（g） | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Genetype** | **DAT38** | **DAT45** | **DAT52** | **DAT59** | **DAT66** |
| K326 | 32.27bcde | 62.49bc | 85.45c | 101.52def | 108.07g |
| Va116 | 32.96bcd | 60.55bcd | 75.15ef | 85.00h | 110.34fg |
| GDH94 | 25.46f | 43.99g | 67.07h | 94.29g | 111.72efg |
| JCP2 | 34.77b | 54.64ef | 75.69e | 111.41b | 132.07a |
| GDH88 | 33.53bc | 57.12de | 72.32fg | 98.46fg | 115.35cde |
| K326×GDH94 | 29.58e | 60.99bcd | 80.03d | 99.33ef | 119.05c |
| K326×JCP2 | 30.29de | 51.03f | 71.42g | 104.41cd | 117.04cd |
| K326×GDH88 | 31.28cde | 59.02cd | 93.31b | 103.75cde | 124.47b |
| Va116×GDH94 | 34.51b | 64.01b | 95.68b | 97.83fg | 113.35def |
| Va116×JCP2 | 32.91bcd | 51.81f | 81.03d | 117.79a | 136.11a |
| Va116×GDH88 | 41.43a | 70.42a | 100.2367a | 106.52c | 115.55cde |

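Supplementary file 1, Table 2 gives the dry weight of the leaves of the parents and hybrids on 5 sampling days, and the mid-parent heterosis of Fig. 1C is the difference between a hybrid and the mean of its parents, as a percent of that mean. No spread is printed beside these means. With the paper's dry weights, the mid-parent heterosis of Va116×GDH94 was 18.1% on day 38 after transplanting, 22.5% on day 45, 34.6% on day 52, 9.13% on day 59 and 2.09% on day 66. On day 45, when the leaves for RNA sequencing were taken, the paper's value for the hybrid is 64.01 g against a mid-parent value of 52.27 g. The letters beside the weights mark the groups of Duncan's test.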

NOTE: Biomass measurement methods: The biomass of tobacco leaves was determined using the method of drying and weighing. The whole plant leaves were harvested and heated at 105 ℃ for 30 minutes, and then dried to a constant weight at 75 ℃ to determine their dry weight.The lowercase alphabets represent a significant difference (*p* < 0.05).

Unit: grams (g).

| **TABLE 3** │ Statistical table of sequencing data of three materials | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample** | **Raw reads** | **Raw bases** | **Clean reads** | **Clean bases** | **Error rate(%)** | **Q20(%)** | **Q30(%)** | **GC content(%)** |
| G9_1 | 80982992 | 12228431792 | 79565184 | 11751652246 | 0.0265 | 97.53 | 92.77 | 43.27 |
| G9_2 | 80542130 | 12161861630 | 79232272 | 11705048014 | 0.0266 | 97.5 | 92.7 | 43.3 |
| G9_3 | 87523282 | 13216015582 | 86269428 | 12663615035 | 0.0263 | 97.59 | 92.95 | 43.31 |
| V_1 | 81538888 | 12312372088 | 80068028 | 11815692671 | 0.0266 | 97.47 | 92.7 | 43.37 |
| V_2 | 85913928 | 12973003128 | 84445126 | 12501624278 | 0.0264 | 97.54 | 92.83 | 43.33 |
| V_3 | 70044446 | 10576711346 | 69087002 | 10244803178 | 0.0261 | 97.7 | 93.12 | 43.25 |
| VG9_1 | 73741352 | 11134944152 | 71341098 | 10680849105 | 0.0265 | 97.53 | 92.64 | 42.77 |
| VG9_2 | 73264870 | 11062995370 | 70879396 | 10563117176 | 0.0272 | 97.27 | 92.06 | 42.69 |
| VG9_3 | 72769020 | 10988122020 | 70129580 | 10476014067 | 0.0263 | 97.59 | 92.82 | 42.47 |

| **TABLE 4** │ Comparison results of root sequences on the reference genome | | | | |
| --- | --- | --- | --- | --- |
| Sample Names | Total reads | Total mapped | Multiple mapped | Uniquely mapped |
| G9_1 | 79565184 | 76004054(95.52%) | 7324462(9.21%) | 68679592(86.32%) |
| G9_2 | 79232272 | 75762233(95.62%) | 7341926(9.27%) | 68420307(86.35%) |
| G9_3 | 86269428 | 82367509(95.48%) | 8160340(9.46%) | 74207169(86.02%) |
| V_1 | 80068028 | 76930726(96.08%) | 7783492(9.72%) | 69147234(86.36%) |
| V_2 | 84445126 | 81146557(96.09%) | 8004360(9.48%) | 73142197(86.62%) |
| V_3 | 69087002 | 66436268(96.16%) | 6437763(9.32%) | 59998505(86.84%) |
| VG9_1 | 71341098 | 68483224(95.99%) | 6070751(8.51%) | 62412473(87.48%) |
| VG9_2 | 70879396 | 67819406(95.68%) | 6158269(8.69%) | 61661137(86.99%) |
| VG9_3 | 70129580 | 67172688(95.78%) | 5989424(8.54%) | 61183264(87.24%) |

| **TABLE 5** │ Analysis of Photosynthetic Index of Parents and Hybrid | | | | |
| --- | --- | --- | --- | --- |
| Genetype | Pn(μmol*m-2*S-1) | Ci(μmol*m-2*S-1) | Gs(μmol*mmol-1) | Tr(μmol*mmol-1) |
| Va116 | 19.57b | 340.27b | 1.29a | 6.23b |
| GDH94 | 16.6c | 334.67c | 0.96b | 6.48a |
| Va116×GDH94 | 20.95a | 354.33a | 0.94b | 5.28c |

How the deposited data were processed for this re-analysis (not part of the article)

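Leaves of 6 tobacco genotypes were sampled 45 days after transplanting, with 3 biological replicates each, and the 18 libraries of their RNA were taken from 2 crosses, Va116×GDH94 with its parents Va116 and GDH94, and K326×GDH88 with its parents K326 and GDH88. Genotype and replicate number of each library came from the sample labels and from the sample codes in the paper's Supplementary file 1. The authors trimmed the reads, aligned them to the K326 genome with HISAT2, estimated expression with RSEM and deposited the result as FPKM, 1 value per gene and library, for 69500 genes and to 2 decimals. FPKM values are divided by transcript length and library size by the authors, so they hold no count of reads, and the sums of the libraries still differ. The authors called DEGs with DESeq2 on counts that were not used here. The paper's text names a HiSeq sequencer in the results and a NovaSeq sequencer in the methods.

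The paper's read tables cover the 9 libraries of Va116×GDH94 and its parents, with 69087002 to 86269428 clean reads per library. Read totals of the 9 libraries of the other cross were not used here. Since the counts behind each gene's FPKM are unknown, no interval or lower limit of detection was computed per gene, and the precision of a value was taken from the spread between the 3 replicates. Wilson intervals at the 95% level were given for shares of genes and cover counting error only.

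Genes with a mean FPKM of at least 1 in any genotype of a cross were tested on the log2(FPKM + 1) scale with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with a trend), with the 9 libraries of a cross in a fit and no covariate. A DEG had a Benjamini-Hochberg adjusted p value under 0.05 and a |log2 fold change| of 1 or more. All limma tests were two-sided. Additive, dominant and overdominant patterns were assigned from the 3 pairwise calls. Deviation from the mid-parent value was the contrast of the hybrid with the mean of its parents on the log2 scale, and the difference of this deviation between the 2 hybrids was tested as an interaction over all 18 libraries. Lists of the genes of Fig. 5B and Fig. 6B were compared with 10000 random lists matched on mean expression in 20 bins. Other groupings of the libraries were drawn within replicate numbers. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 was used for the lists, counts and exact tests.

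The genes named were fixed by a rule. They are the genes of Supplementary file 1, Table 1, the genes of Fig. 5B and Fig. 6B by family with the range of each family, and in each comparison of Va116×GDH94 with a parent the 2 DEGs that rose most and the 2 that fell most among those with non-overlapping libraries. Of the identifiers in the expression table, 0 matched the RefSeq gene table that was at hand, so gene names come only from the paper's figures and supplementary sheets. One Psb gene listed in Fig. 5B had no match in the expression table and was left out.

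The procedure was tested on simulated values for 36068 genes, of which 200 were changed by 4-fold. Of the 160 genes changed between hybrid and Va116, 98.8% were called, 4 unchanged genes were called, and 98% of the changed genes received the right pattern. The changed genes were drawn from those with a mean log2(FPKM + 1) above 3 in Va116. Each simulated gene had the same spread in all genotypes. The simulation therefore does not cover changes under 4-fold, genes of low FPKM or the larger spread of the hybrid's replicates. Alternatives tried were the pseudocount, the filter on low values, median-ratio scaling and quantile normalization of the libraries, the replicate number as a block, each replicate left out in turn, all libraries in one fit, only the genotypes compared in the fit, other limits of fold change and p value, the rule for assigning patterns, and the limit for a detected gene. Weights per genotype and scaling of the libraries to equal totals were added after the data were seen. The pairing behind the block comes from the replicate numbers 1 to 3 in the sample labels, which the genotypes share.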

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

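The test of scaling for the Fig. 5B genes in K326×GDH88, the tests of expression level for the Fig. 5B and Fig. 6B genes in K326×GDH88, the test of scaling for the Fig. 5B genes in Va116×GDH94 and the test of the handling of its libraries were chosen only after these results were seen.

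The libraries of K326, GDH88 and their hybrid are a signal in RNA-seq data on which the paper does not report. Between K326×GDH88 and its parents there were 411 K326×GDH88 vs K326 DEGs, with 251 higher and 160 lower in the hybrid, and 826 K326×GDH88 vs GDH88 DEGs, with 59.9% higher in the hybrid. The direction depended on the scaling. Against K326, 322 were higher and 116 lower under median-ratio scaling, 289 higher and 125 lower under quantile normalization, and 190 higher and 276 lower under equal totals. Against GDH88, 79.0% were higher under median-ratio scaling, 76.3% under quantile normalization and 45.6% under equal totals. The median log2 fold change of all genes was −0.09 against K326 and −0.12 against GDH88 as deposited, −0.01 and 0.01 under median-ratio scaling, and −0.21 and −0.21 under equal totals. Of the 4 groupings of the 6 libraries of a comparison that part the 3 same-numbered pairs, 1, the real one, gave as many DEGs in each of these comparisons, and the same held for the 3 comparisons within Va116, GDH94 and Va116×GDH94. The other groupings swap the genotypes of a pair. With 4 groupings the share cannot fall under 0.05, whatever the data hold. The largest number of DEGs in another grouping was 2 between K326×GDH88 and K326, and 1 in each of the other 4 comparisons.

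The overdominant share of classified genes in K326×GDH88 was 24.8%, or 125 of 504 genes, with 77 above and 48 below both parents. Under median-ratio scaling 110 were above and 24 below, under quantile normalization 95 and 27, and under equal totals 63 and 90. Of 100 groupings of the 9 libraries within replicate numbers, 8 gave as many overdominant genes, and each of these 8 keeps the 3 libraries of a single genotype together in the place of the hybrid. The number therefore cannot be told apart from the distance of any genotype from the other 2.

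Of the photosynthesis and carbon fixation genes of Fig. 5B, a list the paper drew from the other cross, 95 were tested in K326×GDH88. In K326×GDH88, 2 genes of the list were below both parents at adjusted p values under 0.05, and 4 at unadjusted p values under 0.05. Of the 6 rbcl genes, 0 were above both parents. Fig. 5B genes above both parents in K326×GDH88 numbered 41, and 35 of these were above both parents in both hybrids. None exceeded both parents by 2-fold, and the count was also 0 at an unadjusted p value under 0.05. Scaling does not account for the number, which was 47 under median-ratio scaling and 30 under quantile normalization and equal totals. Of 10000 random lists matched on mean expression, 0 held as many genes above both parents, and 1 of 100 groupings of the libraries, the real one, did. Read tables that would show a separate handling of the hybrid libraries of this cross were not used here, so the rise cannot be told apart from such handling, and that these genes rise in both hybrids is a hypothesis.

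In Va116×GDH94 itself, 53 of the Fig. 5B genes were above both parents under median-ratio scaling, so scaling does not fully explain the result. The share of raw reads kept was at most 96.7% in the hybrid libraries and at least 98.2% in the parent libraries, so the rise cannot be told apart from a separate handling of the hybrid libraries. For the same list, 1 of 100 groupings gave as many genes, and 4 of 100 gave as many genes at 2-fold, but the list was chosen from these libraries and the counts show no stability. For the genes of Fig. 6B in Va116×GDH94, 13 were below both parents under median-ratio scaling and 1 of 100 groupings gave as many genes as the real one. At 2-fold, with 0 genes in the real grouping and 0 at unadjusted p values under 0.05, all 100 groupings gave as many.

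Fig. 6B genes below both parents in K326×GDH88 numbered 6 of 21, and 2 were below both parents in both hybrids. Of the matched random lists, 140 of 10000 held as many, and 1 of 100 groupings, the real one, did. The number fell to 4 under median-ratio scaling and rose to 8 under equal totals, and separate handling of the libraries was not tested.

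The deviation from mid-parent differed between the 2 hybrids at adjusted p values under 0.05 in 11810 of 36573 genes, by limma's interaction test. In 8278 of them the deviation was higher in Va116×GDH94 and in 3532 lower. For genes whose deviation from mid-parent differs between the hybrids, the number was 10586 under median-ratio scaling, but the split changed to 5252 higher and 5334 lower, and under quantile normalization to 5682 and 4772, while it was 8207 and 3194 under equal totals. Scaling therefore does not account for the number, while the predominance of 1 direction depends on it. Of 100 groupings of the libraries, 1, the real one, gave as many genes, and the largest number in another was 1068. Among the genes of Fig. 5B, 44 differed, 38 of them higher in Va116×GDH94, and among those of Fig. 6B, 10 differed, 2 of them higher. Separate handling of the libraries of the 2 crosses was not tested, so the difference cannot be called biological.

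Among the genes of Supplementary file 1, Table 1, the interaction was tested by limma on the log2 scale. It was 1.91 for NtLhcb1, 0.48 for NtLhcb2, 1.80 for NtPsbA, 2.15 for NtPsb, 1.03 for NtatpF and 1.23 for NtrbcL, with adjusted p values from 1.4e-08 to 0.016. In these 6 genes all 3 libraries of Va116×GDH94 lay above all 6 of its parents. It was −1.30 for NtSDHB (adjusted p = 6.8e-07 by limma), −0.34 for NtMDH1 (adjusted p = 0.0011 by limma) and −0.46 for the reference gene NtLR25 (adjusted p = 0.026 by limma). In NtSDHB and NtMDH1 all 3 libraries of Va116×GDH94 lay under all 6 of its parents. Under quantile normalization the differences of NtMDH1 and NtLR25 no longer passed the limit of 0.05. The FPKM of NtPsbA was 0.21 in K326×GDH88, 0.17 in K326 and 0.48 in GDH88, where the pseudocount hides differences. For NtLR25 the difference lies in the other cross, with log2 fold changes of 0.49 against K326 and 0.39 against GDH88, and all 3 libraries of K326×GDH88 above all 6 of its parents. Apart from scaling, and from organelle RNA in the genes of organelle-encoded proteins, no technical explanation was tested for these genes, so the differences cannot be called biological.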

How the results depend on the processing

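Apart from 2 alternatives, the settings compared here and the rule for naming genes were fixed before the data were examined. Weights per genotype and equal totals of the libraries were chosen after the data were seen. DESeq2 was named as an alternative and not run, because the file holds no counts. The cause of each change below was not tested.

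The numbers of DEGs depend on the pseudocount and the fold change limit. With a pseudocount of 0.1, Va116×GDH94 vs Va116 DEGs numbered 1719 against 934, Va116×GDH94 vs GDH94 DEGs 3520 against 2009, Va116 vs GDH94 DEGs 2651 against 1586, K326×GDH88 vs K326 DEGs 877 against 411 and K326×GDH88 vs GDH88 DEGs 1803 against 826. With a |log2 fold change| of 2 or more the numbers were 152, 260, 273, 35 and 46. Under the other settings each of the 5 numbers stayed within 1.5 times. Across the fits that each left out 1 library, they ranged from 917 to 1075, from 1753 to 2346, from 1545 to 1610, from 354 to 491 and from 699 to 1062.

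The patterns depend on the rule of assignment. The order of the 3 means was applied to the genes that were DEGs between a hybrid and at least 1 of its parents, not to the classified genes. For the overdominant share of classified genes, 21.1% with the pairwise calls, the value was 80.6% by the order of the 3 means alone, 40.3% with no fold change limit, 18.0% with a |log2 fold change| of 2 or more, 25.5% with a pseudocount of 0.1, 24.5% under median-ratio scaling, 25.6% under quantile normalization and 18.7% under equal totals. The additive share of classified genes, 1.48%, became 19.4% by the order of means, 5.91% with no fold change limit, 0.418% with a |log2 fold change| of 2 or more and 2.54% with a pseudocount of 0.1. The dominant share of classified genes, 77.4%, became 53.8% with no fold change limit, 81.6% with a |log2 fold change| of 2 or more, 72.0% with a pseudocount of 0.1, 74.0% under median-ratio scaling, 72.7% under quantile normalization and 79.5% under equal totals, and it has no value by the order of means, which leaves no dominant class. With 1 library left out, the overdominant share ranged from 20.7% to 26.4%, the additive share from 1.25% to 1.80% and the dominant share from 72.0% to 77.9%. For the overdominant share of classified genes in K326×GDH88, 24.8%, the values were 53.5% with no fold change limit, 20.0% with a |log2 fold change| of 2 or more, 80.6% by the order of means, and from 20.4% to 31.3% with 1 library left out.

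The number of non-additive genes in Va116×GDH94 was 16598, and 972 with a |log2 deviation| of 1 or more. The genes whose deviation from mid-parent differs between the hybrids numbered 11810, and 1090 with a |log2 deviation| of 1 or more. Under the other settings both stayed within 1.5 times. With 1 library left out, they ranged from 14516 to 16969 and from 9960 to 12501. The genes detected in all 3 genotypes numbered 32542, and stayed within 1.5 times under each limit tried, between 30985 and 43023, and between 32373 and 32590 with 1 library left out.

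Fig. 5B genes above both parents numbered 69, and from 53 to 73 under the other settings, with 67 to 71 when 1 library was left out. Fig. 5B genes above both parents by 2-fold numbered 6, and 3 under equal totals. Fig. 6B genes below both parents numbered 11, from 8 to 15 with all libraries, and from 7 to 13 with 1 left out. Fig. 5B genes above both parents in K326×GDH88 numbered 41, from 30 to 52 with all libraries and from 29 to 37 with 1 left out. Fig. 6B genes below both parents in K326×GDH88 numbered 6, from 4 to 8 with all libraries and from 3 to 6 with 1 left out.

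The replicate numbers of the labels were checked for pairing. Deviations of same-numbered libraries from their genotype means had a mean correlation of 0.0074 across genes in the cross of Va116 and GDH94 (from −0.011 to 0.042 over 9 pairs) and 0.023 in the other cross (from −0.034 to 0.22 over 9 pairs). With the replicate number as a block, Va116×GDH94 vs Va116 DEGs numbered 939, Va116×GDH94 vs GDH94 DEGs 2012, Va116 vs GDH94 DEGs 1593, K326×GDH88 vs K326 DEGs 422 and K326×GDH88 vs GDH88 DEGs 842. Under the block, the overdominant share of classified genes was 20.9%, the additive share of classified genes 1.40%, the dominant share of classified genes 77.7% and the overdominant share of classified genes in K326×GDH88 25.5%. The non-additive genes in Va116×GDH94 numbered 15874, the genes whose deviation from mid-parent differs between the hybrids 11683, Fig. 5B genes above both parents 70 and Fig. 6B genes below both parents 11.

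Among the single genes, the log2 fold change of NtLR25 between Va116×GDH94 and GDH94, 0.01, changed sign to −0.058 under quantile normalization and to −0.12 under equal totals, and ranged from −0.096 to 0.15 with 1 library left out. With 1 library left out, the log2 fold change of NtLR25 between Va116×GDH94 and Va116 ranged from −0.16 to 0.089. The difference between the hybrids in the deviation of NtOGDH from mid-parent, 0.14, became −0.0026 under quantile normalization. Of the comparisons of a result other than those above with a setting, 1390 stayed the same, 5 became weaker, 4 stronger and 102 numbers of genes moved. Among those that became stronger is the log2 fold change of NtMDH1 between Va116×GDH94 and Va116, −0.14 under median-ratio scaling and −0.13 under equal totals. Among those that became weaker is the log2 fold change of NtOGDH between Va116×GDH94 and Va116 with all 18 libraries in the fit.

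Depth per gene is unknown, so genes with a low FPKM, whose values depend on few reads, cannot be told apart from genes with a small change on the log2(FPKM + 1) scale.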

Differences from the paper's values

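Tests of causes are not part of these comparisons, and the alternatives named here were set before the data were examined except where said.

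For the genes detected in all 3 genotypes, the paper's value is 13587 and the value here 32542. None of the 4 alternatives set before the data were examined, nor any of the 9 fits without 1 library, closed the gap. For DEGs between Va116×GDH94 and Va116, the paper's values are 1112 higher and 769 lower, against 690 and 244 here. Between Va116×GDH94 and GDH94 they are 1379 higher and 2674 lower, against 730 and 1279. With a pseudocount of 0.1, these 4 values were 1205, 514, 1138 and 2382, within 1.5 times of the paper's, and 1 of the 9 fits without 1 library also closed the first gap. The other alternatives did not. The paper's text and figure legend give a |log2 fold change| limit of 2, while its supplementary sheets list DEGs down to 1, and with a limit of 2 there were 152 Va116×GDH94 vs Va116 DEGs and 260 Va116×GDH94 vs GDH94 DEGs. For genes found only between Va116 and GDH94, the paper's value is 957 against 447, and none of the alternatives closed the gap. For genes found only between Va116×GDH94 and GDH94 it is 1798 against 902, and for genes shared by the 3 comparisons 158 against 43. With a pseudocount of 0.1 these were 1474 and 142, within 1.5 times, and the other alternatives did not reach the paper's values.

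For the overdominant share of classified genes, the paper's value is 76.69% and the value here 21.1%. The order of the 3 means alone was applied to the 2623 DEGs between the hybrid and at least 1 parent, not to the classified genes. The share it gave, 80.6%, came within 1.5 times of the paper's. The other 8 alternatives and the fits without 1 library did not. The paper's dominant share is 23.18% against 77.4%, and none of the 8 alternatives closed the gap. The order of means leaves no dominant class. The paper's additive share is 0.13% against 1.48%, and none of the 9 alternatives closed the gap.

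For Psb, the paper's value is 12 genes up-regulated overdominantly, against 7 above both parents here, and 1 of the 9 fits without 1 library came within 1.5 times of it, as did the 8 genes above both parents at unadjusted p values under 0.05, a count made after the values were seen. Fig. 5B Psb genes above both parents in Va116×GDH94 numbered 4 under median-ratio scaling, 6 under quantile normalization and 5 with all 18 libraries in one fit. In the tricarboxylic acid cycle the paper's value is 21 genes, against 11 below both parents. None of the 8 alternatives set before the data were examined closed this gap, while under equal totals, which was chosen after seeing the values, Fig. 6B genes below both parents numbered 15. The paper's value for DLAT is 2 against 1, for ACO 2 against 1, for CS 1 against 0, for SDHB 2 against 1 and for MDH 5 against 1. For CS, median-ratio scaling and quantile normalization gave 1, as did 1 of the 9 fits without 1 library. Under equal totals, which was chosen after seeing the values, the number of Fig. 6B CS genes below both parents in Va116×GDH94 was also 1. At unadjusted p values under 0.05 the number for CS was 0. For DLAT and ACO, 1 of the 9 fits without 1 library closed the gap. For SDHB and MDH no alternative did. The number for ACO fell to 0 without Va116 replicate 1, without Va116 replicate 2 and with all 18 libraries in one fit. The Fig. 6B MDH genes below both parents in Va116×GDH94 numbered 2 under median-ratio scaling and 3 under equal totals, the latter chosen after seeing the values.

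In Fig. 8 the FPKM of NtLhcb1 is about 50 in Va116 and about 30 in GDH94 (read by eye), against 17.5 and 10.9 here. That of NtSDHB in Va116×GDH94 is about 0.6 in Fig. 8 (read by eye), against 3.35, and that of NtOGDH in GDH94 about 7.0 in Fig. 8 (read by eye), against 10.9. These are means of the FPKM as deposited, and no alternative was run for them. For NtrbcL, Fig. 8 shows about 17, 3.9 and 3.6 (read by eye) in Va116×GDH94, Va116 and GDH94, against 11.7, 4.47 and 5.09 here. Another rbcl gene, Nitab4.5_0000007g0300, had 17.3, 3.92 and 3.59. The paper's sheet gives NtrbcL a log2 fold change of 1.05 against Va116, nearer to 1.18 here than to 1.84 for that gene. Which gene Fig. 8 shows was not tested. From the paper's supplementary sheet, the log2 fold change between Va116×GDH94 and Va116 is 1.65 for NtLhcb1 against 1.98, 2.06 for NtPsbA against 1.55, and −1.42 for NtSDHB against −1.24. The log2 fold change of NtPsbA between Va116×GDH94 and Va116 with a pseudocount of 0.1 was 2.09, and the log2 fold change of NtSDHB between Va116×GDH94 and Va116 was −1.44. The other alternatives did not close these 2 gaps, and for NtLhcb1 none did.

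The paper states that all genes of Fig. 5B are up-regulated beyond both parents. Above both parents were 0 of the GADPH, ALDO, GAPA and PRK genes, and also 0 at unadjusted p values under 0.05. The 3 GADPH genes were lower in the hybrid than in GDH94, with log2 fold changes of −0.56 to −0.37. It states that the MDH genes and NtMDH1 are below both parents, while NtMDH1 had a log2 fold change of −0.06 against Va116 (limma adjusted p = 0.21). The log2 fold change of NtMDH1 between Va116×GDH94 and Va116 was −0.14 and significant under median-ratio scaling (limma adjusted p = 0.013, in a range from 0.013 to 0.42 over the settings tried), and it was also significant under equal totals, which was chosen after seeing the values. In 1 sentence of its discussion the paper states an overexpression of MDH, ACO, OGDH and SDH genes in the hybrid, while its results call these genes down-regulated. The median log2 deviation from mid-parent was −0.20 for MDH, −0.20 for ACO, −0.36 for OGDH and −0.60 for SDHB, which is the direction given in the paper's results. The paper counts more Lhc genes in its text than the 9 Lhca and 25 Lhcb genes that Fig. 5B lists.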

Other observations

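The tests of the Rubisco small chain gene and of the organelle-encoded genes, the test of depth behind the replicate spread and the count with a parent in the hybrid's place were chosen only after the results were seen, as was the rule that the 2 hybrids are compared only where a group of genes mostly moves in a single direction.

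When genes are assigned by the order of the 3 means alone, 80.6% of the 2623 DEGs of Va116×GDH94 lie beyond both parents. With Va116 put in the place of the hybrid, 68.9% of its 2168 DEGs lie beyond the other 2 genotypes, and with GDH94 89.8% of 2765. A candidate explanation is that the rule of ordering means by itself gives such shares. In the pairwise patterns, a parent in the place of the hybrid gave at least 334 genes beyond both others (334 for Va116 and 826 for GDH94), against 299 for the hybrid. In the other cross, the shares by the order of means were 80.6% for K326×GDH88, 78.0% for K326 and 91.5% for GDH88. The number of overdominant genes in Va116×GDH94 was reached by 12 of 100 groupings of the libraries within replicate numbers, and all 12 keep the 3 libraries of a genotype whole in the place of the hybrid. The overdominant genes of the hybrid can therefore not be told apart from an unequal distance between any 3 genotypes. Additive genes, dominant genes and non-additive genes of Va116×GDH94 were as many as in the real grouping in 1, 1 and 2 of 100 groupings.

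The Rubisco small chain gene Nitab4.5_0002207g0050 had between 1.27 and 12.7 FPKM in the 3 libraries of Va116×GDH94, against 1369 to 1609 in Va116 and 1482 to 2770 in GDH94. It was singled out after its values were seen. In the other cross its FPKM was 11417 ± 3242 (SD, n = 3) in K326, 11526 ± 1056 in GDH88 and 22466 ± 4222 in K326×GDH88, where it holds the highest value of any gene and library in the file. A second small chain gene, Nitab4.5_0001382g0020, had 9062 ± 298 FPKM in Va116×GDH94, 14697 ± 261 in Va116 and 9481 ± 68.3 in GDH94. If reads had moved between these 2 copies, their sum would reach the mid-parent sum. It was 9068 against 16205 in Va116 and 11765 in GDH94, a log2 ratio to the mid-parent sum of −0.63. Copies of the gene that carry no description in the paper's sheet were not analysed here, so reads shared with such copies may still be behind the fall. The fall cannot be told apart from this explanation. The hybrid state as such does not account for it, since the deviation from mid-parent in K326×GDH88 was 0.97 and positive (limma adjusted p = 0.0031). The 2 crosses differ by −9.65 on the log2 scale in this gene (limma adjusted p = 4.4e-09).

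Among the 1881 genes of the paper's sheet for Va116×GDH94 and Va116, 1620 were tested here and all 1620 had the paper's direction, with 1531 at an adjusted p value under 0.05 and 775 called DEGs. Of the sheet against GDH94, 197 genes were analysed. Of these 166 were tested, 165 had the paper's direction and 83 were called DEGs. The descriptions in the sheet against Va116 were grouped by word, in 11 groups. The direction of each group was compared with the rest of that sheet by Fisher's exact test. All 30 WRKY genes were higher in the hybrid than in Va116 (Fisher's exact test, adjusted p = 7.9e-07), as were 90 of 105 protein kinase genes (adjusted p = 2.5e-08) and all 19 genes of organelle-encoded proteins (adjusted p = 1.3e-04). Of the histone genes 17 of 19 were lower (adjusted p = 4.0e-05), and of the ribosomal protein genes 17 of 18 (adjusted p = 9.2e-06). Genes are not independent replicates, and these groups were chosen from the paper's own DEGs.

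If the hybrid state were behind the lower histone genes, the same genes would lie below mid-parent in K326×GDH88. Their median deviation there was 0.40, and 19 of 19 lay above mid-parent, as they did under median-ratio scaling, quantile normalization and equal totals. In Va116×GDH94 their median deviation was −0.93, and the interaction between the hybrids was significant by limma in 17 of the 19 with a median of −1.35. For protein kinase genes the median deviation in K326×GDH88 was 0.015, with 32 genes above and 28 below mid-parent, and the direction followed the scaling, with 41 above under median-ratio scaling and 19 above with a median of −0.08 under equal totals, so no direction can be given. By the sign of the median alone, this group would count as following the hybrid state, and the organelle-encoded genes as not following it. WRKY genes lay above mid-parent in 25 of 27 cases in K326×GDH88, with a median of 0.43, and in at least 23 of 27 under each scaling tried. Of the ribosomal protein genes 11 lay above and 6 below there, and 9 and 8 under equal totals, so no direction can be given. NB-ARC genes were higher than in Va116 in 35 of 44 cases in the paper's sheet. In K326×GDH88, 1 lay above and 15 below mid-parent, and in Va116×GDH94 15 above and 8 below. Of the AP2/ERF genes 16 lay above and 7 below in K326×GDH88. A difference in growth stage or in separate handling between the libraries was not tested for any of these groups.

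The organelle-encoded genes had a median deviation of 1.10 from mid-parent in Va116×GDH94 and of −0.12 in K326×GDH88. In K326×GDH88, 2 of 6 lay above and 4 below, too few for a direction. Under quantile normalization 3 lay above and 3 below, and under equal totals 1 above and 5 below, with a median of −0.20. If organelle RNA were carried over into the libraries, plastid-type and mitochondrial-type genes would rise and fall together within genotypes. Over 18 libraries, the deviations from genotype means of 9 plastid-type and 10 mitochondrial-type genes had Pearson's r = 0.765 (exact permutation within genotypes, two-sided, p = 0.134, 46656 permutations) and Spearman's rho = 0.292 (exact permutation p = 0.386). Without the 2 libraries farthest from the median, r was 0.0748, and without the hybrid 0.081, so the relation rests on 2 libraries of Va116×GDH94. Outside this hybrid the mean log2(FPKM + 1) of the mitochondrial-type genes was only 0.06 to 0.36. Those libraries could hardly show such a relation, so its absence there does not speak against carry-over. Of 10000 random lists, 101 gave an r as high. The rise of these genes may come from carry-over of organelle RNA, which cannot be told apart here from a rise in the plant, and NtPsbA, NtPsb and NtrbcL belong to these genes.

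The replicates of Va116×GDH94 spread more than those of its parents. The median SD of log2(FPKM + 1) was 0.124 in the hybrid, 0.0816 in Va116 and 0.0759 in GDH94. Over all genes, the ratio to Va116, the parent with the larger median, was 1.52. If lower depth were the cause, the ratio would approach 1 among genes with a mean of at least 50, where counting error is small, but it was 2.58 there, so depth does not account for the spread. The libraries of K326×GDH88 had a median SD of 0.151, against 0.133 in K326 and 0.0784 in GDH88. No biological explanation was tested.

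From the paper's dry weights, the mid-parent heterosis of K326×GDH88 was −4.92% on day 38 after transplanting, −1.31% on day 45, 18.3% on day 52, 3.76% on day 59 and 11.4% on day 66. On day 45 the paper's weights give this hybrid no gain, while Fig. 5B genes above both parents in K326×GDH88 number 41. With the values as deposited, the log2 deviations of the 2 hybrids from mid-parent had r = 0.295 across 34933 genes, which are not independent replicates.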
